# TGF-β stimulation in human and murine cells reveals commonly affected biological processes and pathways at transcription level

**DOI:** 10.1186/1752-0509-8-55

**Published:** 2014-05-15

**Authors:** Khalid Abnaof, Nikhil Mallela, Gudrun Walenda, Steffen K Meurer, Kristin Seré, Qiong Lin, Bert Smeets, Kurt Hoffmann, Wolfgang Wagner, Martin Zenke, Ralf Weiskirchen, Holger Fröhlich

**Keywords:** TGF-β, Microarray, Time-course analysis, Gene set analysis, Clustering, Functional similarity

## Abstract

**Background:**

The TGF-β signaling pathway is a fundamental pathway in the living cell, which plays a key role in many central cellular processes. The complex and sometimes contradicting mechanisms by which TGF-β yields phenotypic effects are not yet completely understood. In this study we investigated and compared the transcriptional response profile of TGF-β1 stimulation in different cell types. For this purpose, extensive experiments are performed and time-course microarray data are generated in human and mouse parenchymal liver cells, human mesenchymal stromal cells and mouse hematopoietic progenitor cells at different time points. We applied a panel of bioinformatics methods on our data to uncover common patterns in the dynamic gene expression response in respective cells.

**Results:**

Our analysis revealed a quite variable and multifaceted transcriptional response profile of TGF-β1 stimulation, which goes far beyond the well-characterized classical TGF-β1 signaling pathway. Nonetheless, we could identify several commonly affected processes and signaling pathways across cell types and species. In addition our analysis suggested an important role of the transcription factor *EGR1*, which appeared to have a conserved influence across cell-types and species. Validation via an independent dataset on A549 lung adenocarcinoma cells largely confirmed our findings. Network analysis suggested explanations, how TGF-β1 stimulation could lead to the observed effects.

**Conclusions:**

The analysis of dynamical transcriptional response to TGF-β treatment experiments in different human and murine cell systems revealed commonly affected biological processes and pathways, which could be linked to TGF-β1 via network analysis. This helps to gain insights about TGF-β pathway activities in these cell systems and its conserved interactions between the species and tissue types.

## Background

The transforming growth factor-beta1 (TGF-β1) signaling pathway is a fundamental pathway in the living cell, which plays a role in many central cellular processes. The TGF-β superfamily contains over 30 different proteins, such as BMPs, Activins, Inhibins, and the TGF-β1 isoforms [1-3]. The pathway contributes to regulation of various cellular processes, such as apoptosis, cell differentiation, cell growth as well as tumor suppression and immune regulation processes [4].

There are three TGF-β isoforms (TGF-β1, TGF-β2, TGF-β3) which have different physiological and pathological effects on epithelial, endothelial, lymphatic, myeloid and mesenchymal tissues [5]. The TGF-β pathway is one of the most studied pathways [6-10]. However, the complex and sometimes contradicting mechanisms by which TGF-β yields phenotypic effects is not yet completely understood [5]. The classical TGF-β1 pathway is already well established since several years [7]. However, the identification of alternative signaling pathways that contain different receptors and Smad proteins has increased the overall complexity of the TGF-β1 signaling pathway [11]. Additional file 1: Figure S1 shows a simplified cartoon sketch comprising mainly Smads cascades in the TGF-β1 signaling pathway.

In this study we investigated and compared downstream effects of TGF-β1 stimulation on the dynamical response of gene expression in mouse and human in different cell and tissue types. Two types of mouse hematopoietic progenitor cells were used: multipotent progenitor (MPP) and dendritic cell (DC) committed progenitors, referred to as common dendritic progenitor (CDP) cells. CDP differentiate from MPP and give rise to two types of DC: plasmacytoid DC (pDC) and conventional DC (cDC). MPP and CDP were obtained from bone marrow by *in vitro* culture with a specific cytokine cocktail and FACS sorting [12,13]. Furthermore, we employed human mesenchymal stromal cells (MSC), which differentiate into osteocytes, chondrocytes or adipocytes [14-16]. Finally, primary murine hepatocytes (HPC) and immortalized human hepatocytes (human HPC, HepG2) cells were used. We have taken these different cell types for three reasons: (i) All these cells are highly responsive to TGF-β. (ii) The different cell types reflect different degrees of differentiation. (iii) The different cells show a variable response to TGF-β. While in hepatocytes TGF-β induces apoptosis, multipotent progenitors initiate a differentiation programme in response to TGF-β.

Very little and vague information is known about the detailed influence of TGF-β1 in these different cell systems. For example, TGF-β1 is known to be necessary for MSC proliferation. It is essential for chondrogenic differentiation. On the other hand, TGF-β1 participates in inhibition of adipogenic and osteogenic differentiation. Furthermore, there are evidences, that TGF-β1 contributes to supporting myogenic differentiation of MSC [17-19]. There are also evidences that the TGF-β pathway play a role in the induction of cellular senescence in MSC [20]. Although TGF-β1 triggers primary early responses (e.g. Smad activation) and EMT in human HPC (HepG2) cells, cell cycle arrest and apoptosis are generally not promoted by TGF-β1 [21,22]. Furthermore, TGF-β1 is known to be crucial for development of Langerhans cells, the cutaneous contingent of migratory dendritic cells, both *in vivo* and *in vitro* and it evidently contributes in accelerating their differentiation and directing their subsets specification toward cDCs [12,23-25].

We used a panel of bioinformatics methods, ranging from statistical testing over functional and promoter sequence analysis to clustering for pattern discovery in our gene expression time series data. Only one gene, the SKI-like oncogene (*Skil*), was commonly found to be differentially expressed (DE) in all cell types. *Skil* is a component of the SMAD-pathway, which regulates cell growth and differentiation. Moreover, *Smad7* that blocks TGF-β receptor activity seems to play a major common role, because it was identified as DE in most cell types. Despite of the differences on the level of individual genes we observed a conserved effect of TGF-β1 stimulation on a number of biological processes and pathways. Moreover, we could identify a few overrepresented transcription factor binding sites, which were commonly found in several cell types. Specifically EGR1 seems to have major relevance for the transcriptional stimulation response in mouse and human.

By analysis of an independent dataset on human A549 lung adenocarcinoma cells (CRL) from GEO (access No. GSE17708) [26] we were able to reproduce a highly significant proportion of the commonly identified biological processes, pathways and transcriptional factors in our datasets. Network analysis suggests explanations, how TGF-β1 stimulation could lead to the observed effects.

## Results and discussion

### Time series transcriptome measurements

All cell types were treated with TGF-β in three biological replicates. TGF-β treatment concentrations were optimized in each cell type to show a maximal effect. Extracted RNA samples were hybridized to microarrays (Affymetrix Gene 1.0 ST) for genome-wide transcriptome analysis. Mouse progenitor cells and HepG2 cells were measured at 6 successive time points, mouse primary HPC cells at 5, and human MSCs at 4 different time points. 

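Primary mouse hepatocytes (mouse HPC) are the parenchymal cells of the liver, isolated from the organ and kept in culture. The data analysed here are 12 Affymetrix Mouse Gene 1.0 ST arrays of these cells: 3 of untreated cells at 0 min and 3 each after 20 min, 2 h and 4 h with 1 ng/mL TGF-β1. Untreated cells were measured at 0 min only, so the time since the exchange of the medium differs between the groups along with the treatment. The 1 h time point is not analysed here. The 20 min group follows the sample labels and the paper's Table S1, as the paper's Methods list only 0 min, 1 h, 2 h and 4 h. The values are log2 signals made by the authors with robust multi-array averaging (RMA), which corrects for background, normalizes between arrays and summarizes the probes of each probe set. The median signal of the arrays lay between 6.82 and 6.93. Of 35556 probe sets, the 21789 that stand for exactly 1 gene symbol were tested, which cover 19938 genes. For each probe set, limma was fitted with the time point and the replicate number as factors, and each time point was compared with 0 min in the same replicates. A gene was counted as past the threshold at an adjusted p (Benjamini-Hochberg) under 0.01 and a change of at least 2-fold, and members of gene lists were called at an adjusted p under 0.05. Fold changes are given on the log2 scale with their standard error from this fit, and levels as mean and SD of the log2 signal. The number of arrays, 3 per group, limits the precision of each value.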

Additional file 2: Table S1 gives an overview of our experiments and the measured time-points, the “Methods” section gives details about cell cultures, stimulation, RNA-isolation and array hybridization in our experiments.

### Differential gene expression

#### Transcriptional response is highly tissue specific on gene level

We employed the “betr” method [27] to quantify the probability of differential expression of genes in whole time-courses (see Methods). Using this approach we were able to assess differential gene expression for each gene in each cell type in a comparable manner. We considered a gene to have differential time-course expression (DE), if it had a probability of >99% and was at least two-fold up- or down-regulated at one time point minimum (Additional file 1: Figures S2 a & b, Additional file 2: Tables S2 & S8).

The strongest stimulatory effect of TGF-β1 was observed in CDP cells (614 genes). Eight out of these genes in CDP are already known to play a role in the TGF-β pathway (*Tgfb3, Smad7, Thbs1, Tgfbr1, Smurf1, Smad3, Smad6, Tgfbr2*). In mouse HPC a significantly lower number of DE genes were found compared to other cell types.

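In mouse HPC, 20 genes passed the threshold after 4 h of TGF-β1, 13 of them higher and 7 lower than at 0 min. At 2 h and at 20 min limma called 0 genes, while 1318 genes at 2 h and 1793 genes at 20 min had an unadjusted p under 0.05. Over the time course as a whole, 10 genes passed the moderated F test of limma, which stands in here for betr. The matrix genes Ccn2, Lox and Thbs1 were among the 8 that rose, with the SMAD-binding membrane protein Pmepa1, the interleukin receptor subunit Il22ra1, the ubiquitin ligase Lnx2, the actin-oxidizing enzyme Mical2 and the long noncoding RNA 4833422C13Rik. Depp1 and the ubiquitin ligase adaptor Klhl24 fell. At an adjusted p under 0.05 with no minimum fold, limma called 985 genes at 4 h, 338 higher and 647 lower. The counts change with the replicate factor and with single replicates: at 4 h, 2 genes passed with no replicate block, 0 when all 35556 probe sets were tested, 34, 5 and 0 (limma, 31 genes at an adjusted p under 0.05) without replicates 1, 2 and 3, and 5, 9 and 12 without the 0 min array of replicate 2 and the 4 h arrays of replicates 2 and 3. The time course gave 0 genes with no replicate block and with all probe sets, 26, 2 and 0 without replicates 1, 2 and 3, and 0 to 2 without the 0 min array of replicate 2 or 3, the 20 min array of replicate 2 or 3 or any 4 h array.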

We conducted set comparisons of DE genes across cell types. It is worth mentioning in this context that comparisons between mouse and human genes were done on the basis of homologous genes (see Methods). Not surprisingly, the found overlap was particularly high among mouse hematopoietic progenitor cells (MPP and CDP). These were 173 genes, which equals a harmonic mean of above 41% of DE genes in both cell types (Additional file 1: Figure S2 a). Only two of these genes, namely *Smad7* and *Tgfbr1* are known to play a role in the TGF-β pathway. 

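Pmepa1, a membrane protein that binds SMADs, had the largest rise of mouse HPC at 4 h. Its log2 signal was 7.74 ± 0.10 (SD, n = 3) in untreated cells and 10.52 ± 0.23 (SD, n = 3) at 4 h, a log2 fold change of 2.78 with a standard error of 0.23 (limma, adjusted p = 6.85e-04), and it was higher in 3 of 3 replicates. Lox, the lysyl oxidase that cross-links collagen and elastin, rose by 1.38 ± 0.16 (standard error, limma adjusted p = 0.0017), also in 3 of 3 replicates. In the test over the time course, limma gave an adjusted p of 0.00362 for Pmepa1 and 0.00605 for Lox. Skil, a corepressor of SMAD complexes, had an adjusted p of 0.0471 in the same test, above the 0.01 used for the count of genes, and stood 0.66 ± 0.28 above untreated cells at 2 h. Pmepa1 lies on chromosome 2 of GRCm38.p6 from 173224458 to 173276731, Lox on chromosome 18 from 52516060 to 52529867 and Skil on chromosome 3 from 31095058 to 31122923. The call of Lox at 4 h is lost with no replicate block (limma, adjusted p = 0.427, the highest of its alternatives, whose lowest was 1.03e-04).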

Three genes (*Lox, Pmepa1, Skil*) are found to be DE in all mouse cells (CDP, MPP and HPC). *Pmepa1* (Prostate Transmembrane Protein) is known to interact with *Smad* and suppress the TGF-β pathway [28,29]. Only the protein-coding gene *Skil* (Ski-like-oncogene) that encodes a protein in the SMAD-pathway [30,31] was found to have a DE time-course in all cell types. In addition, the gene *Smad7* was commonly found in all cell types except mouse HPC cells. 

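Smad7, the inhibitory SMAD that acts in negative feedback on the TGF-β receptor, did not pass the test over the time course in mouse HPC (limma, adjusted p = 0.187). Its log2 fold change was 0.09 ± 0.34 (standard error) at 20 min and 1.04 ± 0.34 at 2 h (limma, adjusted p = 0.521). The replicates lay far apart at 2 h, with log2 differences from 0 min of 0.76, 0.17 and 2.19, so the SD at this time point was 1.04 (n = 3) against 0.08 in untreated cells. Smad7 lies on chromosome 18 of GRCm38.p6 from 75367365 to 75395935.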

18 genes including *ROR1, C10orf10, SMAD7, FSTL3, GADD45B, JUNB, ZFP36, OLFM2, SPTLC3, ID1, LMCD1, SLC38A3, GXYLT2, SKIL, HES1, RASGEF1B, CITED2* and *PDGFA* were DE in all human cells (MSC, HepG2). The heatmaps in Additional file 1: Figure S3 visualize patterns of temporal behavior for particular groups of genes. Here again we see similarity in gene expressions between mouse dendritic cells.

These findings on one hand stress the similarity of the transcriptional response in MPP and CDP, which is not very surprising given the fact that these cells were both derived from bone marrow. On the other hand they highlight that TGF-β1 treatment affects by far not only genes within the canonical TGF-β1 pathway, but leads to a large number of diverse secondary downstream effects, which are only partially overlapping across different cell types. In other words there is a high tissue specificity of the transcriptional TGF-β stimulation response on the level of individual genes.

#### TGF-β1 pathway genes react time-dependant and tissue-specific

We had a closer look at genes, which are known to play a role in the TGF-β1 pathway, such as Bmp(s), Smad(s) and Id(s). In Figure 1 the log2 fold changes of 17 genes involved in the TGF-β1 pathway, which are DE in at least one cell type, are depicted. It can be noticed that almost all genes show time-dependant transcriptional effects. These effects are distinct between early and later time points, with moderate activities until 4 h and mostly higher activities at late times. It can also be noticed that cells of similar origin are more alike. For example, *Bmp2, Bmp4, Bmp6, Cdkn2b* and *Comp* are dys-regulated (i.e. significantly differ from 0 level according to “betr”) only in human and not in mouse tissues. 

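In mouse HPC, 3 of the 17 genes of Figure 1 rose at 4 h, 0 fell and 14 did not pass the test in limma (4 rose when adjusted over the list alone, the inhibitory Smad7 being added). The 3 were the matrix protein Thbs1, the receptor Tgfbr1 and the inhibitory Smad6. At 2 h, 0 of the 17 genes passed in limma and 3 had an unadjusted p under 0.05, and at 20 min both counts were 0. As a set, the 17 genes were not past the test at 4 h (camera, adjusted p = 0.111), with a median log2 fold change of 0.03. The set lay higher in camera without replicate 1 (adjusted p = 0.033) and with genes at or above the median level (0.0273). Under the other alternatives it did not pass camera, with adjusted p from 0.0672 to 0.267. Id1, a target of BMP signaling, had log2 fold changes of -0.33 ± 0.24 (standard error) at 20 min, 0.37 at 2 h and 0.22 at 4 h (limma, adjusted p = 0.721 at 4 h). The study chose this list for changes in at least 1 of its cell types, mouse HPC among them, so its count is not independent evidence.

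**Figure D1:**
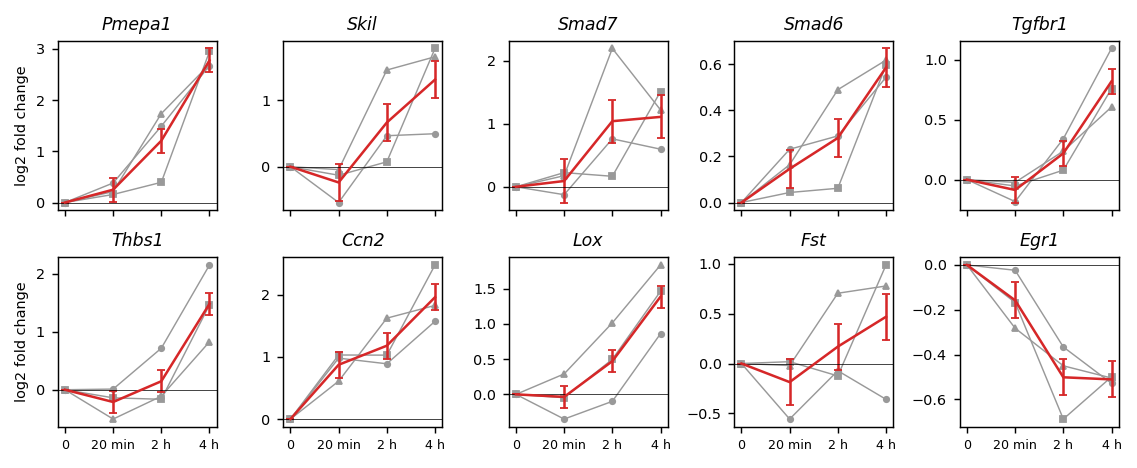
Log2 fold change against 0 min (y axis) at 0, 20 min, 2 h and 4 h of TGF-β1 (x axis) for 10 genes in mouse HPC. Grey lines with circles, squares and triangles are replicates 1, 2 and 3, and red lines are the limma estimates with their standard errors; Pmepa1 reaches 2.78 at 4 h, and Egr1 lies below 0 at each later time.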

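The ligands Bmp2, Bmp4 and Bmp6, the cell cycle inhibitor Cdkn2b and the matrix protein Comp stayed close to their untreated levels in mouse HPC. At 4 h the log2 fold change was -0.09 ± 0.11 (standard error) for Bmp2, -0.09 ± 0.08 for Bmp4, -0.06 ± 0.06 for Bmp6, 0.05 ± 0.08 for Cdkn2b and 0.03 ± 0.09 for Comp. Over the time course none of the 5 passed in limma, where the adjusted p ranged from 0.786 for Bmp4 to 0.934 for Comp. The signal of Bmp2 in untreated cells, 5.85 ± 0.08 (SD, n = 3), lies below the median of the tested probe sets of 7.23, where a change is hard to see on an array.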

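Fst encodes follistatin, a secreted protein that binds activins. In mouse HPC its log2 difference from 0 min at 4 h was -0.36 in replicate 1, 0.99 in replicate 2 and 0.78 in replicate 3. The log2 fold change of 0.47 ± 0.23 (standard error) did not pass the test (limma, adjusted p = 0.338), nor did the time course (limma, adjusted p = 0.497). In untreated cells the signal of Fst was 8.75 with an SD of 1.04 (n = 3). The SD of the 3 replicate differences at 4 h was 0.72, larger than their mean of 0.47.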

*Fs1* is similar to these genes, but also shows activity in mouse HPC. *Id1* in human cells is up-regulated at earlier time points and a down-regulated after 4 h. *Inhba* shows activity only in MSC cells where its expression after 1 hour constantly increases. 

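Inhba, which encodes the activin A subunit, had a log2 signal of 6.95 ± 0.42 (SD, n = 3) in untreated mouse HPC and 6.82 ± 0.43 at 4 h. Its log2 fold change was 0.03 ± 0.09 (standard error) at 2 h and -0.13 ± 0.09 at 4 h, lower in 3 of 3 replicates, and did not pass the test (limma, adjusted p = 0.495 at 4 h).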

*Smad3, Smad6* and *Smad7* reveal similar time courses in mouse MPP and CDP cells and in human MSCs. *Smad3* is increasingly down-regulated over time and the other two genes are always up-regulated. *Smurf1* is always over-expressed and shows a curve that is opposite to *Smad3, Smad6* and *Smad7. 

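In mouse HPC the ubiquitin ligase Smurf1 had log2 fold changes of -0.09 ± 0.08 (standard error) at 20 min, 0.00 at 2 h and 0.02 at 4 h (limma, adjusted p = 0.938 at 4 h). Smad3, a signal-transducing SMAD, stood at 0.06 ± 0.08 at 4 h (limma, adjusted p = 0.798). Smad6, an inhibitory SMAD, rose by 0.59 ± 0.08 at 4 h in 3 of 3 replicates (limma, adjusted p = 0.00391), from a signal of 6.60 ± 0.07 (SD, n = 3) to 7.19 ± 0.04. The call of Smad6 is lost without replicate 3 (limma, adjusted p = 0.0872) and with no replicate block (0.0624), and over all alternatives its adjusted p ranged from 5.85e-04 to 0.243.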

Tgfb3* is over-expressed at later time points in MPP and CDP cells and shows almost no activity in the other cell types. 

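The ligand gene Tgfb3 had a log2 signal of 5.87 ± 0.28 (SD, n = 3) in untreated mouse HPC and 5.71 ± 0.05 at 4 h, among the low signals of these arrays. Its log2 fold change of -0.16 ± 0.12 (standard error) did not pass the test (limma, adjusted p = 0.57).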

*Thbs1* is highly active in all cell types. However, while it is underrepresented in MPP and CDP, it shows elevated expression in mouse and human HPC. 

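In mouse HPC, Thbs1, which encodes the matrix protein thrombospondin 1, an activator of latent TGF-β, rose at 4 h by 1.48 ± 0.19 on the log2 scale (standard error, limma adjusted p = 0.00292). The 3 replicates gave 2.16, 1.47 and 0.83. The signal was 7.78 ± 0.32 (SD, n = 3) in untreated cells and 9.27 ± 0.88 at 4 h. At 2 h the log2 fold change was 0.15, and the change from 2 h to 4 h, 1.34 ± 0.19, passed an adjusted p under 0.05 (limma, adjusted p = 0.0425) in 3 of 3 replicates. Thbs1 lies on chromosome 2 of GRCm38.p6 from 118111876 to 118127133. Its call at 4 h is lost with no replicate block (limma, adjusted p = 0.521, the highest of its alternatives, whose lowest was 0.00122). The change from 2 h to 4 h is lost without replicate 2 (limma, adjusted p = 0.259) and without replicate 3 (0.268). The change is also lost with no block, the block as a random effect, all probe sets or the test against a fold of 1.2. Leaving out single arrays of replicate 2 (0 min, 20 min or 4 h), replicate 1 (2 h or 4 h) or replicate 3 (20 min) loses it too. The change is kept with array weights and with probe sets at or above the median level.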

*Tgfbr1* and *Tgfbr2* behave similar, in particular in mouse progenitor cells, where *Tgfbr2* is less up-regulated than *Tgfbr1*.

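Of the receptor genes Tgfbr1 and Tgfbr2, the former rose in mouse HPC and the latter did not pass the test. Tgfbr1 rose at 4 h by 0.82 ± 0.10 on the log2 scale (standard error, limma adjusted p = 0.00282), from 9.41 ± 0.32 (SD, n = 3) to 10.23 ± 0.12, and was higher in 3 of 3 replicates. Tgfbr2 stood at -0.21 ± 0.07 (limma, adjusted p = 0.157), lower in 3 of 3 replicates. The difference between the genes was not tested. Tgfbr1 lies on chromosome 4 of GRCm38.p6 from 47353222 to 47414926 and Tgfbr2 on chromosome 9 from 116087695 to 116175363. The call of Tgfbr1 is lost without replicate 3 (limma, adjusted p = 0.053) and with no replicate block (0.287, the highest of its alternatives, whose lowest was 4.69e-04).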

**Figure 1:**
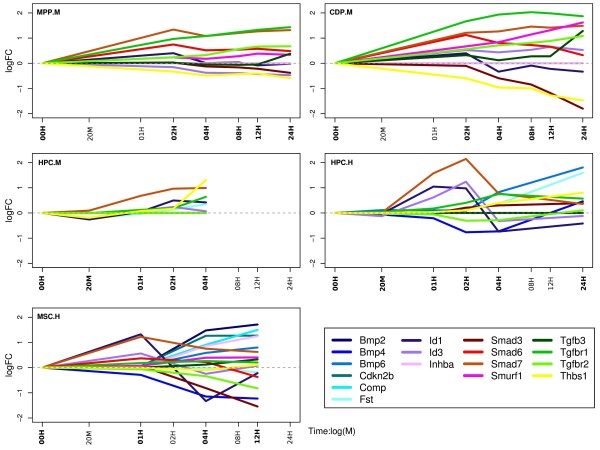
Log2 fold-changes of 17 genes, which are DE in at least one cell type and are known to play a role in the TGF-β pathway (according to KEGG annotation).

### Time point specific analysis confirms highly tissue specific expression changes on gene expression level

In order to cross-validate our previous analysis, which considers time series as a whole, we conducted also a time-point specific analysis of differential gene expression using linear models for microarray data (Limma). For this purpose we compared the gene expression at 4 hours after stimulation to the initial expression at time point 0. The time period of 4 hours was chosen because at least short-time relevant effects are expected in all cell types after this period.

In the context of this time point specific analysis of transcriptional effects we considered a gene to be differentially expressed (DE) in a given cell type, if FDRBH < 0.01 and the absolute fold changes was (logFC) > 1. 

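At 4 h in mouse HPC, after Pmepa1, the largest rise was in Ccn2 (Ctgf), a matricellular protein made in response to TGF-β, with a log2 fold change of 1.96 ± 0.21 (standard error, limma adjusted p = 0.00143). Lnx2 rose by 1.72 ± 0.17, Il22ra1, a subunit of the interleukin 22 receptor, by 1.71 ± 0.16, and Flnc, an actin cross-linker, by 1.58 ± 0.23. Mab21l4 (2310007B03Rik, 1.52), the long noncoding RNA 4833422C13Rik (1.39), the orphan receptor Ror1 (1.27), Socs2, an inhibitor of cytokine signaling (1.26, with 0.58 at its other probe set), Mical2 (1.09) and Zcchc10 (1.02) were the others that rose, with Lox and Thbs1. The largest fall was in Rgs2, a regulator of G protein signaling, at -1.70 ± 0.21 (limma, adjusted p = 0.00276), from 10.80 ± 0.53 (SD, n = 3) to 9.10 ± 1.16. Depp1 (8430408G22Rik) fell by 1.36, the secreted protein gene Wfdc17 by 1.15, the leptin receptor Lepr by 1.04 and Klhl24 by 1.01, and the leukocyte genes Igsf6 and Ms4a6c stood at -1.10 and -1.05. Each of the 20 genes changed the same way in 3 of 3 replicates. This is not separate evidence, as the genes were selected on the same replicates. Sdf2l1, a protein of the endoplasmic reticulum, and the chemokine Cxcl13 stood at -1.22 ± 0.23 and -1.14 ± 0.24, with adjusted p values of 0.0142 and 0.0214 in limma. At an adjusted p under 0.05, 6 of the 20 genes (Ccn2, Depp1, Il22ra1, Lnx2, Mical2 and Pmepa1) passed under every alternative that was run.

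**Figure D2:**
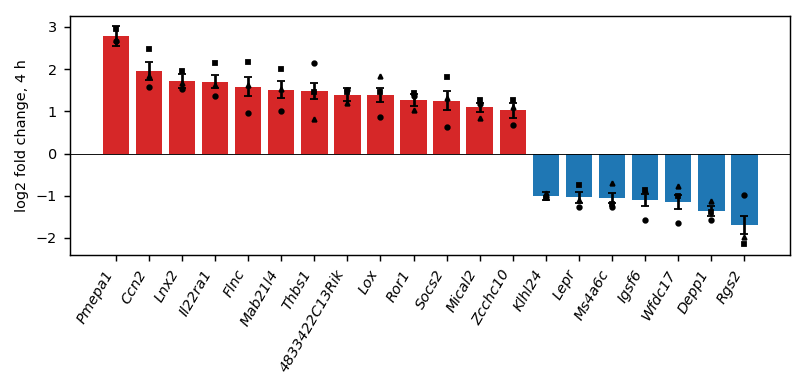
Log2 fold change at 4 h against 0 min (y axis) of the 20 genes past the threshold in mouse HPC (x axis). Bars are limma estimates with standard errors, red for higher and blue for lower, and circles, squares and triangles are replicates 1, 2 and 3; all 3 replicates of each gene lie on the same side of 0.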

The overlap analysis of DE genes at 4 h agrees with the time-course analysis. There are no or very few genes in common between the different cell types except in the case of mouse dendritic cells (Additional file 1: Figure S5 A). Moreover, the direction of regulation (up or down) differs between cell types (Additional file 2: Table S9).

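In mouse HPC, some of the genes that TGF-β is known to induce rose at 4 h, and in groups of liver-specific genes more members fell than rose. Of 27 measured direct SMAD target and feedback genes, 6 rose, 0 fell and 21 did not pass in limma (9 rose when adjusted over the list alone), with the adaptor gene Spsb1 at 0.59 ± 0.13 (standard error, limma adjusted p = 0.0261). As a set they lay higher (camera, adjusted p = 5.11e-05, but adjusted p = 0.213 with an estimated correlation). Of 32 extracellular matrix and mesenchymal genes, 5 rose and 1 fell (7 and 1 adjusted over the list alone, camera adjusted p = 4.26e-04, and adjusted p = 0.17 with an estimated correlation). Of 28 actin cytoskeleton and focal adhesion genes, 4 rose and 1 fell (6 and 1 adjusted over the list alone, camera adjusted p = 0.0047, but adjusted p = 0.249 with an estimated correlation and 0.151 without replicate 2). Among them Pdlim7, which binds actin filaments, stood at 0.87 ± 0.09 and the cross-linker Actn1 at 0.58 ± 0.09 (limma, adjusted p = 0.0015 and 0.00644), while Rnd3, a small GTPase that loosens actin fibers, fell by 0.50. Of 23 epithelial junction genes, 2 rose and 2 fell (4 and 5 adjusted over the list alone, camera adjusted p = 0.744): the plakoglobin gene Jup stood at 0.75 ± 0.11 and the gap junction gene Gjb2 at -0.52 ± 0.08 (limma, adjusted p = 0.00476 and 0.0044).

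In the liver-specific groups many members did not pass at 4 h, and most of those that did were lower. The member counts of all lists depend on single replicates. Limma called 985 genes in all at an adjusted p under 0.05 at 4 h. Without replicates 1, 2 and 3 it called 963, 100 and 31, and with no replicate block 30. Many single calls in the lists therefore cannot hold without replicate 3 or with no replicate block. Of 40 genes of the urea cycle and amino acid breakdown, 21 fell and 0 rose (34 and 1 adjusted over the list alone), among them the histidine-degrading Amdhd1 at -0.65 ± 0.09 and the tryptophan dioxygenase Tdo2 at -0.53 ± 0.10 (camera, adjusted p = 2.59e-24, but adjusted p = 0.0600 with an estimated correlation). Of 29 cytochrome P450 drug metabolism genes, 11 fell and 0 rose (21 and 1 adjusted over the list alone), with Cyp2c50 at -0.51 ± 0.11 (camera, adjusted p = 3.72e-14, but adjusted p = 0.0754 with an estimated correlation). Of 25 bile acid synthesis and transport genes, 8 fell and 1 rose (15 and 2 adjusted over the list alone, camera adjusted p = 7.28e-09, and adjusted p = 0.0600 with an estimated correlation). The bile acid uptake transporter Slco1b2 stood at -0.83 ± 0.15 (limma, adjusted p = 0.0116). Of 21 complement genes, 10 fell and 0 rose (18 and 1 adjusted over the list alone), with the lectin Mbl1 at -0.60 ± 0.11 (camera, adjusted p = 4.92e-15, but adjusted p = 0.0754 with an estimated correlation). Of 27 coagulation and fibrinolysis genes, 8 fell and 2 rose (13 and 2 adjusted over the list alone): factor F5 stood at -0.56 ± 0.07, and factor F11 and the urokinase receptor Plaur at 0.83 ± 0.17 and 0.66 ± 0.12 (camera, adjusted p = 4.4e-08, but adjusted p = 0.0754 with an estimated correlation). Of 28 acute phase genes, 4 fell and 0 rose (7 and 0 adjusted over the list alone), with Saa3 at -0.39 ± 0.07 (camera, adjusted p = 8.3e-06, but adjusted p = 0.187 with an estimated correlation). Of 26 genes of gluconeogenesis, glycolysis and lipogenesis, 7 fell and 0 rose (12 and 1 adjusted over the list alone), with the glycolytic regulator Pfkfb3 at -0.67 ± 0.07 (camera, adjusted p = 1.7e-08, but adjusted p = 0.0600 with an estimated correlation). Of 29 hepatocyte identity genes, 5 fell and 1, the nuclear receptor Nr5a2 at 0.48 ± 0.12, rose (9 and 3 adjusted over the list alone, camera adjusted p = 0.00322, but adjusted p = 0.17 with an estimated correlation and 0.0788 with genes at or above the median level). On the same arrays, 11 of 22 markers of Kupffer cells and macrophages fell and 0 rose (14 and 0 adjusted over the list alone), with the complement subunit C1qb at -0.74 ± 0.13 and the Fc receptor chain Fcer1g at -0.85 ± 0.11 (camera, adjusted p = 9.52e-16, but adjusted p = 0.0600 with an estimated correlation). At 20 min, when 0 of their members passed in limma (14, 1 and 5 at an unadjusted p under 0.05), 38 of 40 urea cycle and amino acid breakdown genes, 28 of 29 cytochrome P450 genes and 20 of 21 complement genes already lay below 0 (camera, adjusted p = 8.64e-09, 9.04e-06 and 5.19e-06, but adjusted p = 0.373, 0.38 and 0.38 with an estimated correlation). Their median log2 fold changes were -0.15, -0.12 and -0.10 at 20 min, -0.08, -0.10 and -0.07 at 2 h and -0.31, -0.27 and -0.28 at 4 h, all against the same untreated arrays. No group had cells without TGF-β1 at 4 h.

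**Figure D3:**
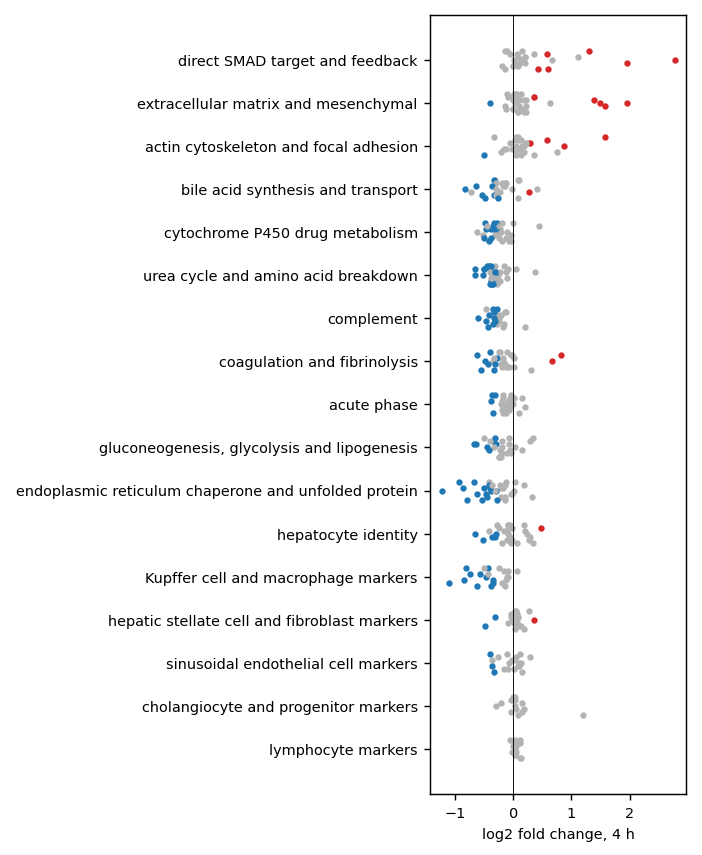
Log2 fold change at 4 h against 0 min (x axis) of the measured members of 17 gene lists in mouse HPC (y axis), 1 point per gene. Red points rose and blue points fell at an adjusted p under 0.05 in limma, and grey points did not pass; 21 of the 40 genes of the urea cycle and amino acid breakdown are blue and 0 are red.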

The heatmap in Additional file 1: Figure S4 depicts the log fold changes of all genes, which are DE in at least one cell type. The plot indicates two gene sets, which clearly show a similar behavior in mouse MPP and CDP cell types. The first set contains 36 genes that are over-expressed. The other set (42 genes) is under-expressed. Interestingly, the 36 genes being up-regulated in MPP and CDP cells are not regulated by TGF-β1 in other cell types. Although not DE genes in every cell type, the genes *Smad7, Pmepa1* (beside the gene *Skil*) seem to be up-regulated in all the cells. 

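At 4 h in mouse HPC, Skil stood 1.31 ± 0.28 above untreated cells on the log2 scale (standard error, limma adjusted p = 0.0227), with 0.49, 1.77 and 1.65 in the 3 replicates. Smad7 stood at 1.11 ± 0.34 (limma, adjusted p = 0.0993), with 0.60, 1.51 and 1.22 in the 3 replicates, and did not pass the test. The adjusted p of Skil at 4 h in limma was 0.0876 without replicate 2, 0.212 without replicate 3 and 0.256 with no replicate block, and over all alternatives it ranged from 0.00153 to 0.283.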

The rest of the genes are regulated in a rather cell-type specific manner.

### Cluster analysis reveals functionally similar gene groups in different cell types

We conducted a time series cluster analyses in order to find groups of DE genes showing similar expression changes over time (observed as within cell-type temporal behavior shown in Additional file 1: Figures S3, between cell-types similarities shown in Additional file 1: Figure S4). The cluster analyses yielded 12 clusters in MPP and mouse HPC, 20 in CDP and 11 in human MSC (Additional file 2: Table S3). Genes contained in individual clusters can be found in Additional file 2: Table S14. Figure 2 depicts the mean curves for each of these clusters in each cell type. We investigated the functional similarity of genes across different clusters. For this purpose the R-Package “GOSemSim” [32] utilizing the semantic similarity measure proposed by Wang et al. [33] was employed. Semantic similarities are a means to compare GO annotations of gene pairs in a quantitative manner, for example on the basis of the information content of GO terms. We refer the reader to [34] for an excellent overview.

**Figure 2:**
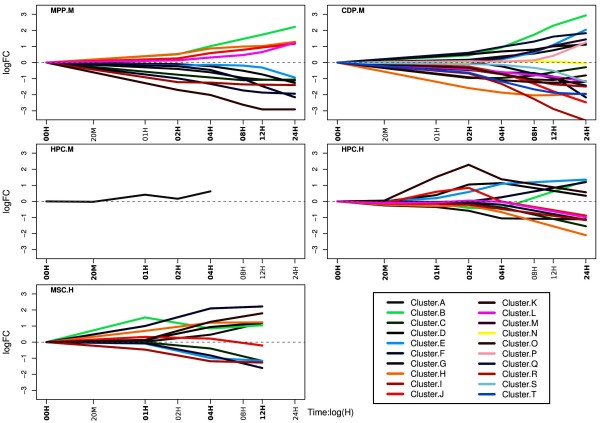
**Cluster mean-curves of log2 fold changes for the different cell types.** For mouse HPC no clusters could be identified and hence all DE genes treated as one group.

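None of the 10 genes past the time-course test in mouse HPC passed the test at 20 min or at 2 h alone. Ccn2, which is induced early by many growth signals, was the member with the largest value at 20 min, 0.87 ± 0.21 on the log2 scale (standard error), and it stood at 1.18 ± 0.21 at 2 h (limma, adjusted p = 0.14). At 2 h Pmepa1 stood at 1.21 ± 0.23, Lnx2 at 0.75 ± 0.17, 4833422C13Rik at 0.72 ± 0.16, Il22ra1 at 0.62 ± 0.16 and Lox at 0.47 ± 0.16. Mical2 had 0.26 ± 0.10 at this time. Depp1 was at -0.31 ± 0.13 at 20 min and -0.70 ± 0.13 at 2 h, and Klhl24 at -0.64 ± 0.09 and -0.68 ± 0.09. The lowest adjusted p among these values was 0.132 in limma (Klhl24 at 2 h).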

A heatmap depicting these GO semantic similarities suggested a high functional similarity of genes in several clusters from different cell types (Additional file 1: Figure S6 Additional file 2: Tables S15, S16). In particular cluster B (MPP), and cluster B (CDP) are highly similar to each other (semantic similarity > 0.7). Time-course log2 fold changes of the corresponding genes are shown in (Figure 3 top). As can be noticed the clusters are of different size, but have several genes in common (13 genes). Functional analysis revealed that genes in these clusters are enriched for *cell adhesion molecules (CAMs), valine, leucine and isoleucine biosynthesis, Pantothenate and CoA biosynthesis* and *regulation of cellular extravasation*. Enrichment analysis was conducted here *via* the R-package GOstats [35], which employs a hypergeometric test taking into account the dependency structure among GO terms.

**Figure 3:**
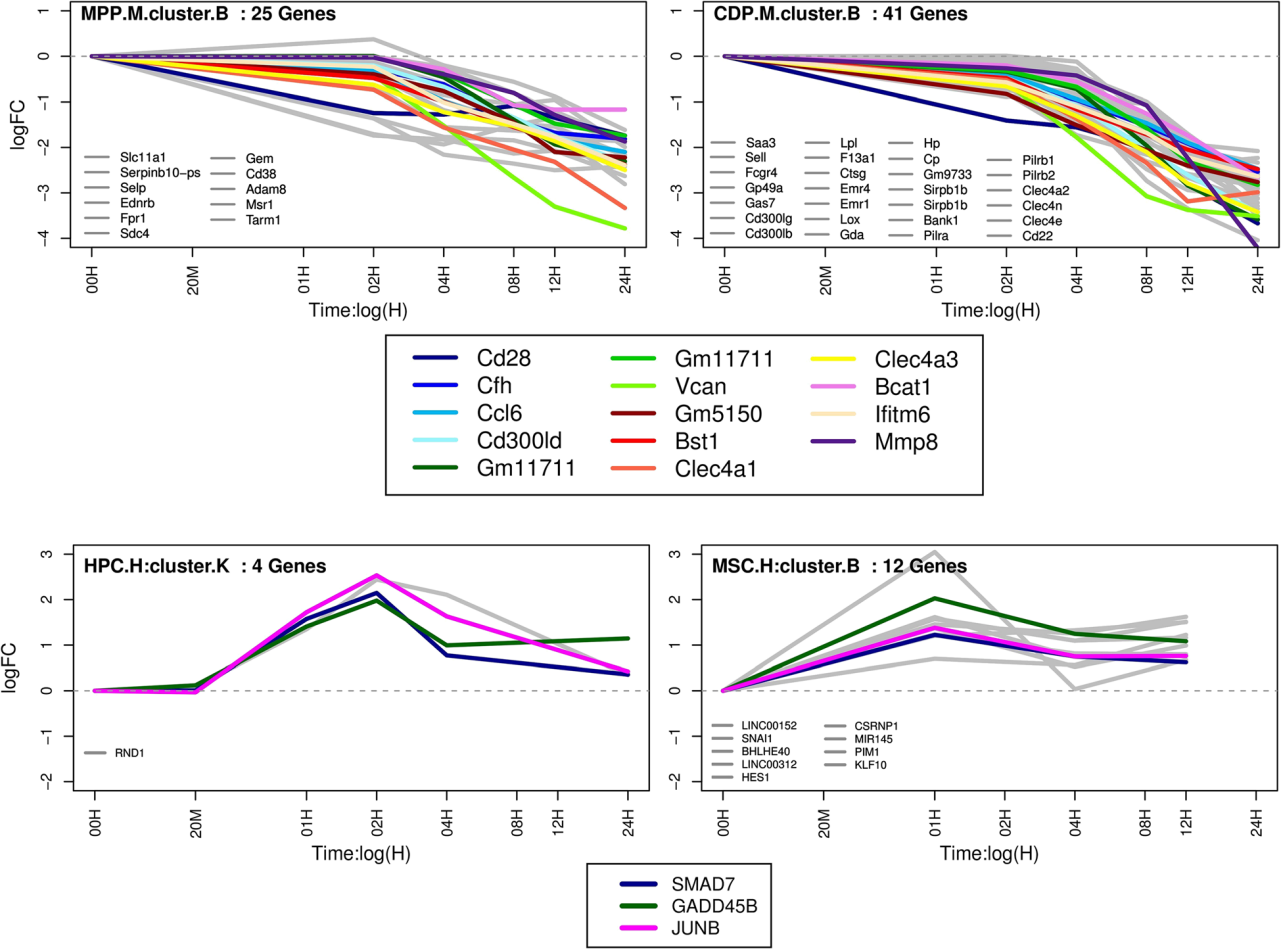
**Log2 fold changes of two groups of functionally similar clusters detected in different cell types.** Genes appearing in more than one cluster are depicted in color, gray curves are cluster-specific genes. Upper group: two similar clusters MPP and CDP. Lower group: two similar clusters in human HPC and MSC.

The second group of functionally similar clusters (Figure 3, bottom) contains cluster K (human HPC) and cluster B (MSCs). Genes in these clusters play (among others) a role in *TGF-β* and *Notch signaling* pathways (Additional file 2: Tables S15, S16).

Taken together our cluster analyses showed that despite evident differences on the level of individual genes, functionally similar clusters of genes can be identified across cell types.

### Enrichment analysis reveals commonly affected biological processes, pathways and transcription factors in all cell types

Motivated by our previous findings we asked, whether there were common functional patterns across all cell types. For this purpose we scanned GO terms and KEGG pathways for significant association with differential time course gene expression in each cell type (Additional file 2: Tables S4, S10, S11).

Our analysis brought up 6 KEGG pathways and 11 GO terms, which were significantly associated to all cell types (FDR < 5%, Figure 4). The 6 KEGG pathways associated to all cell types were: *Metabolic pathways, Glutathione metabolism, Lysosome, Purine metabolism, Peroxisome* and *PPAR signaling pathway*. 

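In mouse HPC, genes of glutathione metabolism, purine metabolism and PPAR signaling had higher mean scores over the time course than most random lists of the same size and level, and lysosome and peroxisome genes lay within the range of such lists. With only genes at or above the median level, none of the 5 lists passed over the time course, at adjusted p values of 0.0557 for glutathione metabolism, 0.0609 for purine metabolism, 0.386 for PPAR signaling and 1 for lysosome and peroxisome genes, while at 4 h glutathione and purine metabolism passed (0.013 and 0.00734). The lists were written by hand for these pathways, with 41, 58, 49, 67 and 56 measured members. With all genes, each was past the logistic regression of the study (minus the natural log of the p of limma's F test as the score), with adjusted p values (Benjamini-Yekutieli) of 7.12e-05 for glutathione metabolism, 6.12e-05 for purine metabolism, 2.24e-05 for PPAR signaling and fatty acid oxidation, 0.00199 for lysosome and 0.0116 for peroxisome genes. Against 10000 random lists with the same mean signals, their mean scores lay at the 98.2, 97.9, 98.1, 75.7 and 79.0 percentile. Genes are not independent replicates in this test. At 4 h, 6 glutathione genes fell, such as the aminopeptidase Anpep at -0.58 ± 0.09 (standard error), and 3 rose, such as Gclc, the rate-limiting enzyme of glutathione synthesis, at 0.47 ± 0.10 (12 and 3 adjusted over the list alone, camera adjusted p = 0.0252, but adjusted p = 0.294 with an estimated correlation, 0.795 without replicate 1, 0.101 with no replicate block and 0.0788 with genes at or above the median level). Of the purine genes 7 fell and 5 rose (10 and 5 adjusted over the list alone, camera adjusted p = 0.503), with the ribonucleotide reductase subunit Rrm1 at 0.68 ± 0.15 and the ectoenzyme Enpp3 at -0.57 ± 0.10. In camera the purine list passed as lower without replicate 2 only (adjusted p = 0.045). Its direction was higher, without passing, without replicate 1 (0.111) and with genes at or above the median level (0.945). Of the PPAR genes 6 fell and 2 rose (11 and 3 adjusted over the list alone): the fatty acid transporter Cd36 stood at -0.57 ± 0.07 and the kinase Pdk4 at 0.95 ± 0.17 (camera, adjusted p = 0.00428, but adjusted p = 0.226 with an estimated correlation, 0.81 without replicate 1, 0.0724 with no replicate block and 0.107 with genes at or above the median level). Pparg itself stood at 0.30 ± 0.13 (limma, adjusted p = 0.283). Of the lysosome genes 8 fell and 0 rose (16 and 1 adjusted over the list alone), with the protease Ctso at -0.42 ± 0.07 (camera, adjusted p = 3.18e-08, but adjusted p = 0.17 with an estimated correlation). Of the peroxisome genes 7 fell and 1 rose (10 and 1 adjusted over the list alone), with the import receptor Pex7 at -0.48 ± 0.08 (camera, adjusted p = 1.93e-04, but adjusted p = 0.265 with an estimated correlation and 0.536 without replicate 1). The macrophage enzyme Lyz2 fell on the same arrays (-0.82 ± 0.15; limma, adjusted p = 0.0141).

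**Figure D4:**
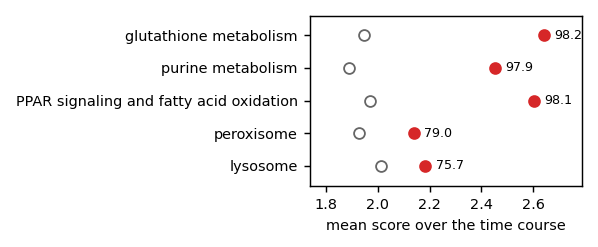
Mean score over the time course (x axis, minus the natural log of the p of the F test) of 5 gene lists in mouse HPC. Filled points are the lists, open points the medians of 10000 random lists matched on mean signal, and the numbers are percentiles among these lists; lysosome and peroxisome genes lie at 75.7 and 79.0.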

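In lists of innate immunity, cell death, growth and lipid synthesis genes, 2 to 10 members each passed the test at 4 h in mouse HPC. Of 49 innate immune and chemokine genes, 6 fell and 4 rose (10 and 5 adjusted over the list alone, camera adjusted p = 0.0888), with the chemokine Ccl5 at -0.84 ± 0.13 (standard error, limma adjusted p = 0.00496). Over the time course their mean score lay at the 99.99 percentile of matched random lists (logistic regression, adjusted p = 2.59e-08, and 0.00337 with genes at or above the median level). Of 42 apoptosis genes, 2 fell and 0 rose (3 and 0 adjusted over the list alone, camera adjusted p = 0.683): the death receptor Fas at -0.46 ± 0.11 and the inhibitor of apoptosis Birc2 at -0.35 ± 0.08, whose other probe set stood at 0.05 ± 0.09 (limma, adjusted p = 0.839). Of 35 angiogenesis and secreted growth factor genes, 4 fell and 0 rose (5 and 0 adjusted over the list alone, camera adjusted p = 0.153), with Igfbp1 at -0.64 ± 0.10. Of 29 proliferation genes, 3 rose and 0 fell (5 and 0 adjusted over the list alone, camera adjusted p = 0.111), with the helicase subunit Mcm6 at 0.79 ± 0.18 and the mitotic kinase Aurka at 0.27 ± 0.06. As a set they lay higher in camera without replicate 1 (adjusted p = 0.00482) and with genes at or above the median level (0.00969). Under the other alternatives the list did not pass camera, with adjusted p from 0.143 to 0.447. Of 28 cell cycle inhibitor and G1 genes, 2 fell and 0 rose (3 and 1 adjusted over the list alone, camera adjusted p = 0.604): Rbl2 at -0.34 ± 0.09 and Myc at -0.29 ± 0.07. Of 20 cholesterol synthesis genes, 4 fell and 0 rose (9 and 0 adjusted over the list alone), with Stard4 at -0.61 ± 0.12 and Tm7sf2 at -0.43 ± 0.07 (camera, adjusted p = 4.38e-06, but adjusted p = 0.17 with an estimated correlation). Laptm5, a lysosomal protein of leukocytes, fell on the same arrays (-0.38 ± 0.06; limma, adjusted p = 0.0055).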

The 11 GO terms associated to all cells were: *oxidation-reduction process, innate immune response, positive regulation of transcription from RNA polymerase II promoter, negative regulation of apoptotic process, angiogenesis, lipid metabolic process, positive regulation of cell proliferation, positive regulation of cell migration, proteolysis, positive regulation of transcription DNA-dependent* and *response to drug*. The role of TGF-β in apoptosis, cell proliferation as well as immune response is well known. Moreover, an effect of TGF-β perturbation on PPAR signaling has been described in skin fibroblasts [36]. In [37] the authors describe TGF-β mediated oxidative stress and decreased glutathione concentration in fibrosis models. Finally, there is evidence that TGF-β has an effect on angiogensis and cell migration [38]. Hence, our findings largely fit to the current biological knowledge about TGF-β.

**Figure 4:**
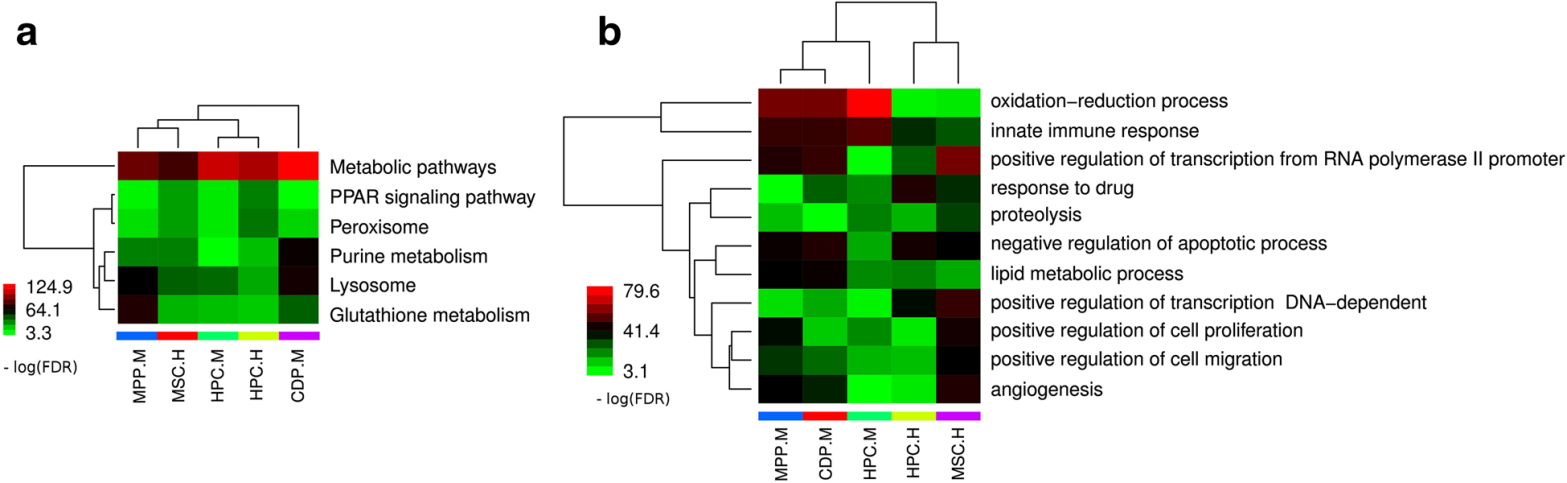
**Clustered heatmaps of (a) the 6 common KEGG pathways and (b) 11 GO terms in different cell types.** The color code indicates the degree of association (−log(FDR)) of a KEGG pathway and GO term to each cell type, respectively.

### Conserved role of EGR1/2 transcription factors

We analyzed DE genes with respect to overrepresented sequence motifs in their promoter regions with the XXmotif tool [39]. Significant motifs were then compared to known position weight matrices (TRANSFAC) of transcription factors (TFs) *via* STAMP [40].

The analysis in each cell type predicted between 11 and 21 regulating TFBS in the time-course analysis (Additional file 2: Tables S6, S17, S18), except for mouse HPC, where no overrepresented TFBS could be detected. This may be attributed to the small number of 16 DE genes in this cell type. 

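All 15 genes that the paper lists for the time course of mouse HPC in Table S8 had an adjusted p under 0.05 in the moderated F test of limma. Under 0.01 were 7 of them, namely Pmepa1, Il22ra1, Lnx2, 4833422C13Rik, Lox, Thbs1 and Ccn2. The others, Ror1, Rgs2, Igsf6, Mab21l4, Socs2, Flnc, Cxcl13 and Skil, ranged from 0.0112 for Ror1, an orphan receptor tyrosine kinase, to 0.0471 for Skil. At this wider limit with a 2-fold change, 22 genes passed over the time course, 14 higher and 8 lower. Sox9, a gene of the paper's Figure S3b that is not among the 15, did not pass (limma, adjusted p = 0.202 over the time course). At 4 h it stood at 1.19 ± 0.34 on the log2 scale (standard error, limma adjusted p = 0.0751). For the time course, the paper proposes the small number of genes in these cells as the reason that no binding site was overrepresented. For the genes changed at 4 h, its supplement lists the binding sites ZF5 and HFH4 in these cells.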

Overlaps were particularly high within mouse MPP and CDP and within human cells.FOXP1, KROX, TEF, POU6F1, FOX and PITX binding sites were commonly identified in mouse MPP and CDP. KROX, HFH4 and PAX4 were found in all human cells. FOX, FOXP1, KROX and TEF were found to be themselves representatives of DE genes. Figure 5 shows a network representation of all eight TFBS together with the set of DE genes containing respective binding sites. The plot reveals a relative clear difference between mouse and human cells with the exception of the KROX TFBS, which appears in all four cell types. KROX represents EGR1 and EGR2.

**Figure 5:**
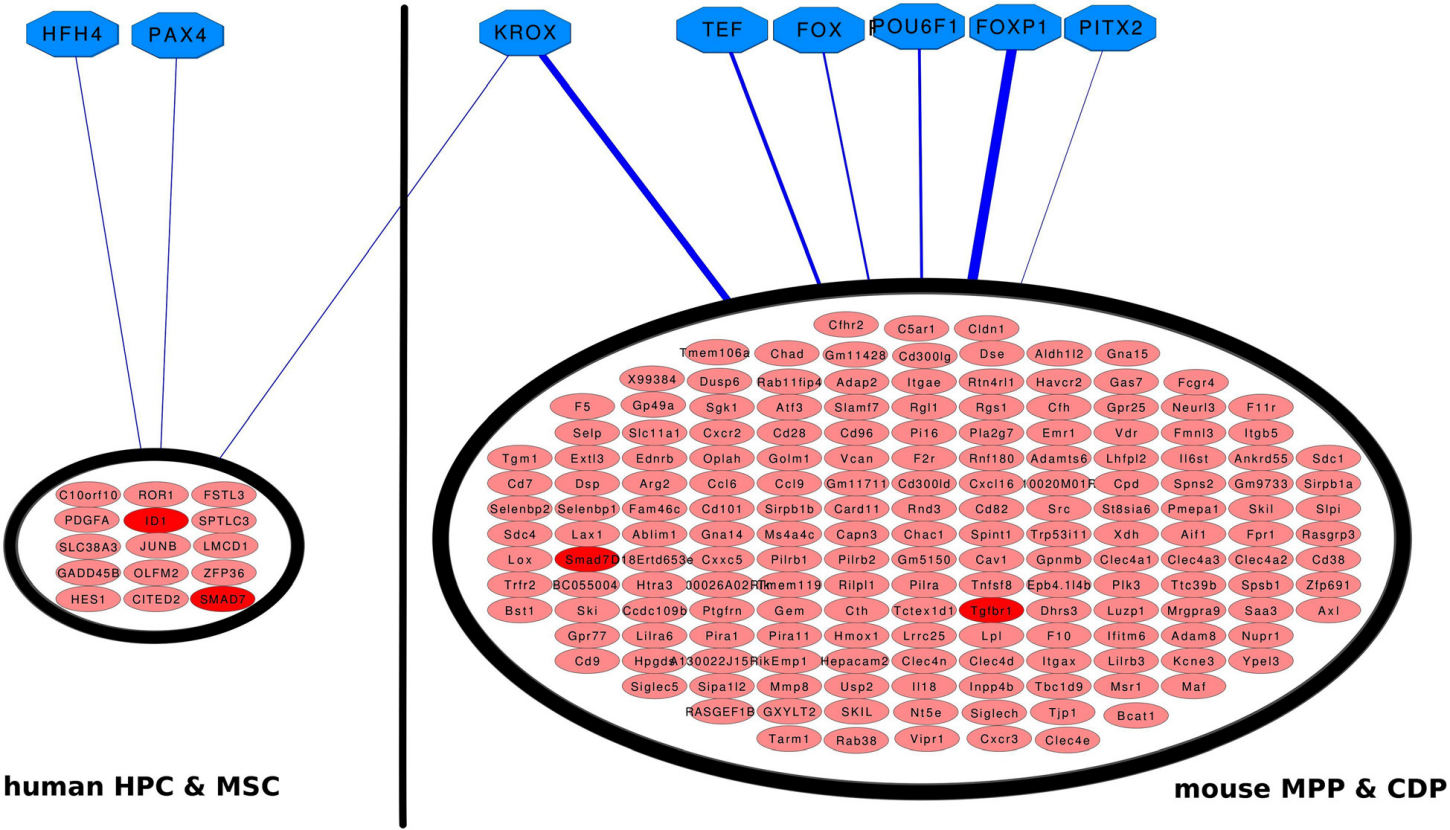
**Network of eight overrepresented TFBS and DE genes containing these binding sites.** For the sake of better visualization only the set of genes being DE in both, HPC and MSC as well as both, MPP and CDP, are shown. Red genes are known to play role in the TGF-β pathway. The width of the blue lines is chosen to be proportional to the average –log E-value, which resulted from the XXmotif analysis.

### Network analysis suggests possible signal transduction pathways in mouse and human

In order to better understand, how TGF-β may influence the commonly identified transcription factor, biological processes and the PPAR-pathway we conducted a network analysis. Using protein-protein interaction information from the BioGRID database [41] we reconstructed a mouse and a human specific network depicting dys-regulated paths from TGF-β to *SKIL*, *SMAD7*, *EGR1* as well as genes involved into g*lutathione metabolism, purine metabolism, PPAR signaling*, *oxidation-reduction process, innate immune response, negative regulation of apoptotic process, angiogenesis, positive regulation of cell proliferation* and *positive regulation of cell migration* (Figures 6 and 7; see further details in Methods part)*.*

**Figure 6:**
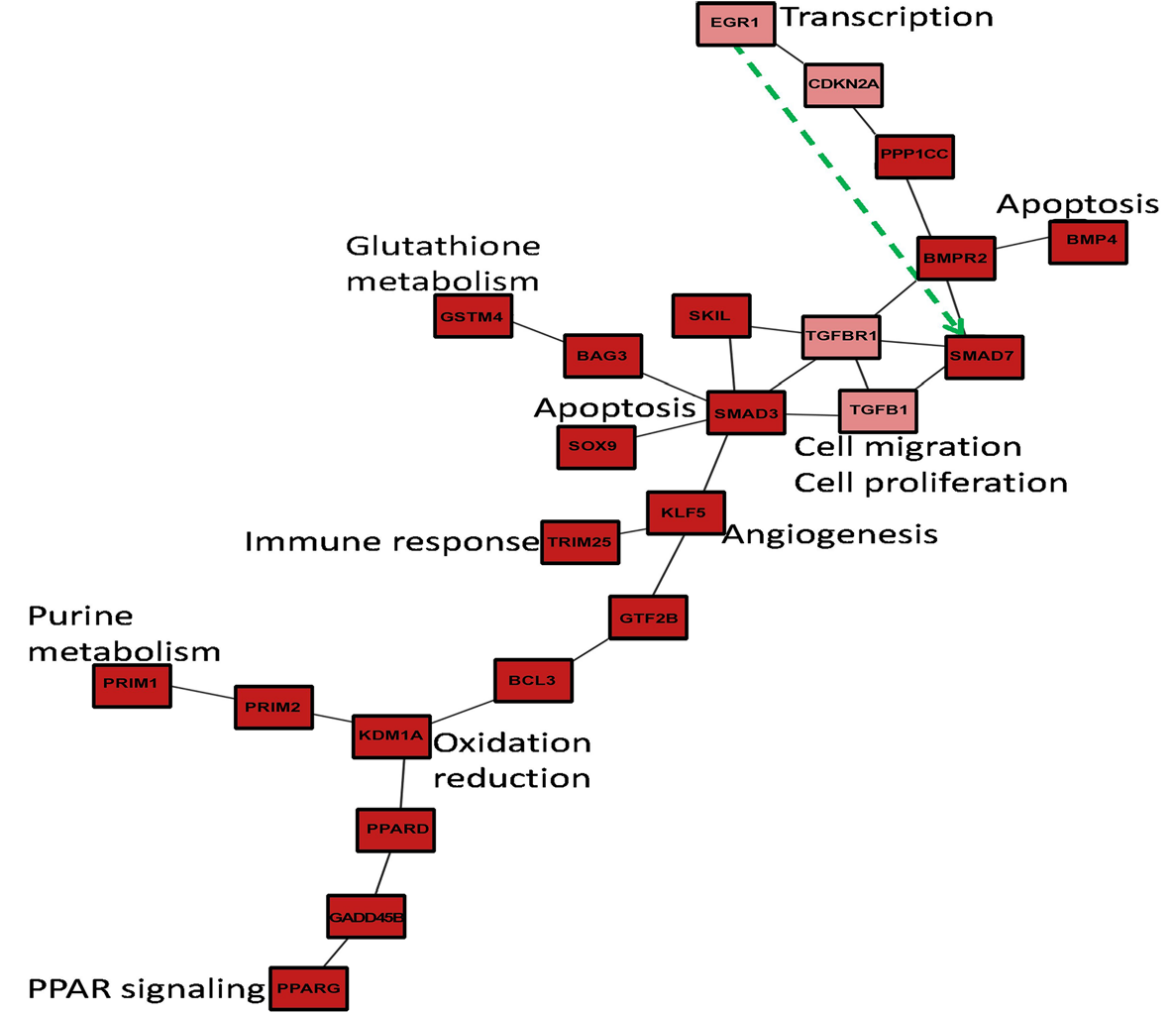
**Human protein-protein interaction network connecting TGFB1, TGFBR1, SMAD7, SKIL, EGR1, PPARG with genes involved into commonly identified biological processes and pathways.** The dashed green line indicates the putative transcriptional regulation of SMAD7 by transcription factor EGR1. The darker the red color of a node the higher the average probability for differential time course expression.

**Figure 7:**
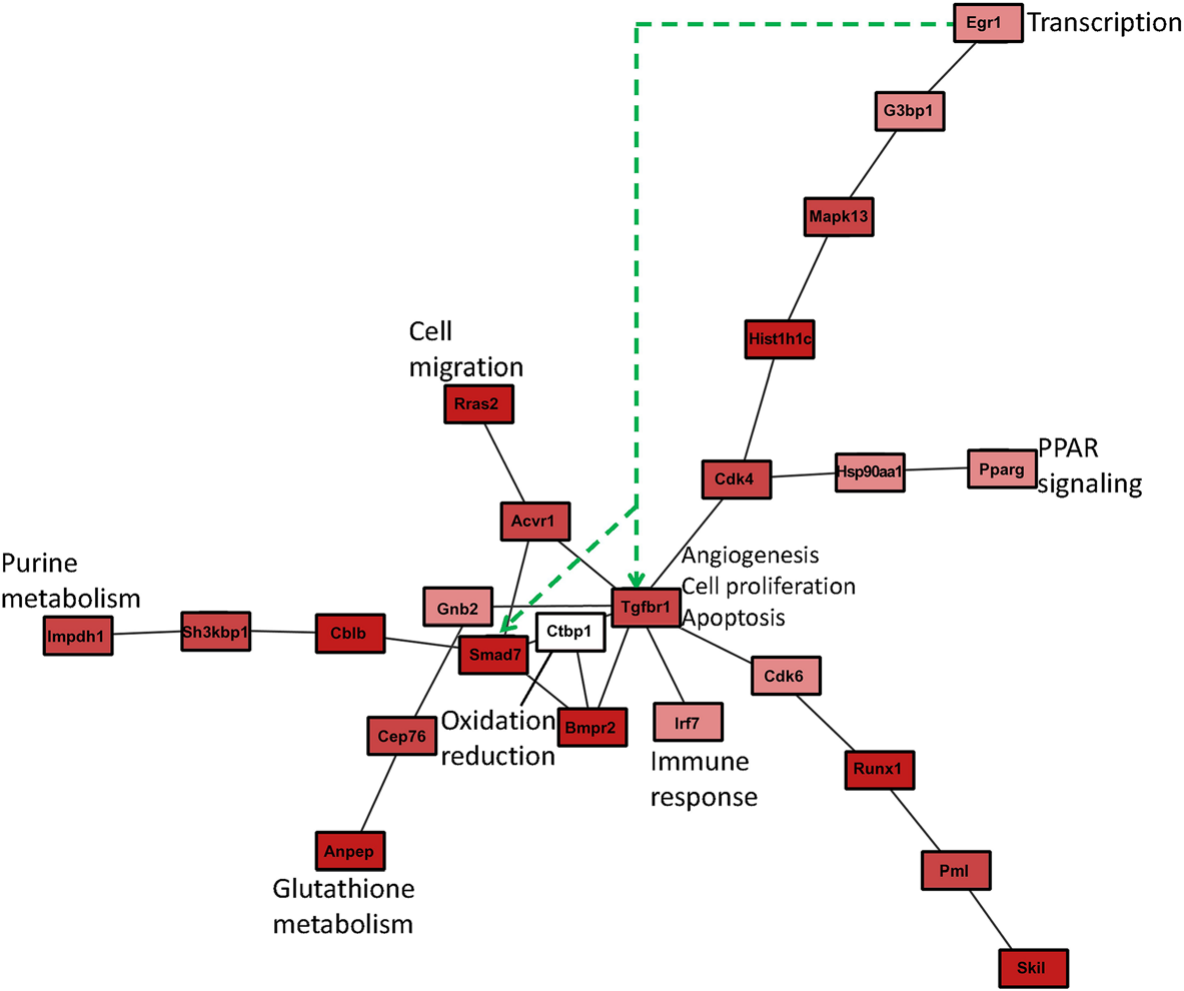
**Murine protein-protein interaction network connecting Tgbfr1, Smad7, Skil, Egr1, Pparg with genes involved into commonly identified biological processes and pathways.** The dashed green line indicates the putative transcriptional regulation of Smad7 and Tgfbr1 by transcription factor Egr1. The darker the red color of a node the higher the average probability for differential time course expression.

Our network analysis suggests pathways, by which TGF-β stimulation is possibly propagated via protein-protein interactions to our commonly identified biological processes. Due to the organism specificity of interactome information these pathways show certain differences: Far less protein-protein interactions are known in mouse than in human. In human, for example, negative regulation of apoptosis might be mediated via SMAD3 and SOX9 [42]. In contrast, the GO and network analysis in mouse suggests a direct role of TGFBR1.

### Enrichment of biological processes, pathways and tfbss is reproducible on independent dataset

To validate the central finding from our data, namely the existence of commonly affected biological processes, pathways and transcription factors in all cell types, we downloaded an independent dataset comprising gene expression data measured at 9 time points (0, 0.5, 1, 2, 4, 8, 16, 24, 72 h) after TGF-β stimulation in human A549 lung adenocarcinoma cell-lines (CRL, GSE17708). The dataset was analyzed in the same manner as described for our data before. High fractions of the 11 GO terms and 6 KEGG pathways commonly identified in all of our cell types were also found in GSE17708 (Figure 8, Additional file 2: Table S10). Out of the KEGG pathways and GO terms associated to all of our human cells 70% and 74%, respectively could be reproduced on the independent dataset (Figure 8, Additional file 2: Table S11). Notably, 11 (61%) out of the 18 genes which exhibiting differential time courses in both our human MSC and HPC cells were found also to have differential time-courses in GSE17708 cells, these were *ROR1, SMAD7, FSTL3, GADD45B, JUNB, ZFP36, ID1, LMCD1, GXYLT2, SKIL* and *HES1*. This corresponding fraction is significantly larger than expected by chance (p < 1E-9, hyper-geometric test).

**Figure 8:**
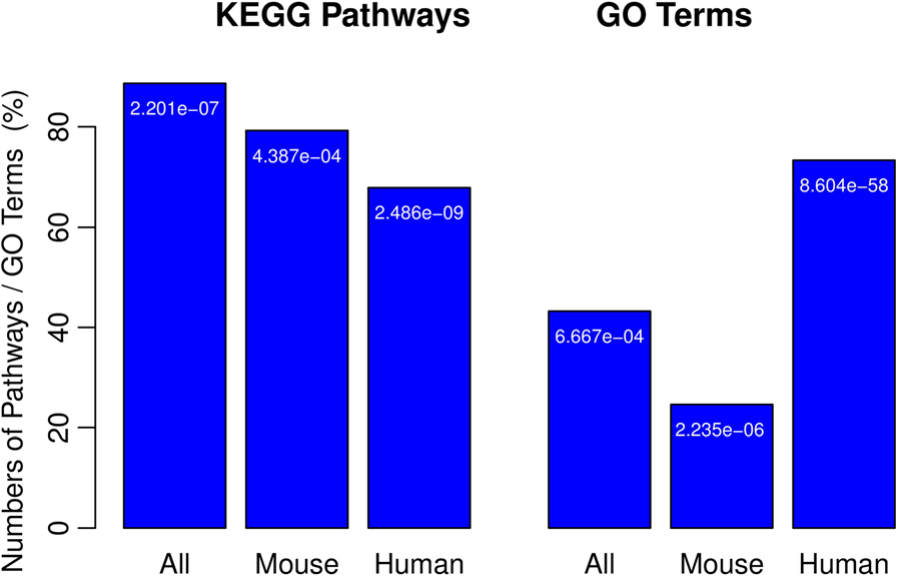
**Percentages of KEGG pathways (left) and GO terms (right) enriched commonly in our cell types that could be reproducibly identified in GSE17708.** The numbers in tip of the bars are the p-value for the null-hypothesis to see the corresponding overlap just by chance (hyper-geometric test).

The KROX TFBS (corresponding to TFs EGR1 and EGR2), which was enriched in all of our cell types, was also found in GSE17708. Moreover, the other two TFBS that we identified in our human cells (HFH4, PAX4) were also enriched in the A549 lung cancer cell line (Additional file 2: Tables S17).

Taken together this analysis reveals a high reproducibility of our commonly identified biological processes, pathways as well as TFs.

## Conclusions

We have conducted an in-depth comparison of the dynamical TGF-β1 response profile on gene expression level across several cell types. Despite of a generally high degree of cell type specificity, there appears to be a common functional response, which is conserved across cell types and species (i.e. mouse and human). Our analysis suggests a common effect of TGF-β1 stimulation on apoptosis, cell proliferation, immune response, angiogenesis, cell migration, PPAR signaling, oxidative stress as well as purine and glutathione metabolism. Network analysis gives hints to possible pathways, by which these effects could be mediated.

On the level of individual genes the *SKI*-like oncogene and *Smad7* were differentially expressed in most (*Smad7*) or all (*SKI*-like oncogene) cell types and thus appear to play a major role. *Smad7* is involved into the canonical TGF-β pathway [43]. It is a general antagonist of the TGF-β family (for review see [44]). The *SKI*-like oncogene is a direct target gene of *Smad2*, which regulates its transcription [45]. It plays a role in cell growth and differentiation.

Notably, a high fraction of the biological processes, pathways and TFBS that we identified to be enriched in all our cell types was found also in an independent dataset from a lung cancer cell line. This strengthens the confidence into our results.

In summary our findings indicate that despite a high variability of transcriptional response across cell types and organisms there appears to be a set of commonly affected processes and pathways. In addition, the TFBS analysis suggested a major role of the transcription factor EGR1 in the TGF-β response in human and mouse. Indeed the induction of EGR1 *via* TGF-β stimulation has been already reported earlier [46] and thus fits to the existing knowledge about TGF-β1 − induced transcriptional response in other cell systems.

Previous studies of TGF-β stimulation were mainly limited to one specific cell type (e.g. fibroblasts). In this paper we went beyond this point and conducted experiments in different cell types under as much as possible comparable conditions. In consequence we were able to compare transcriptional responses across cell types and organisms, which revealed common patterns. The identification of common and specific signal transduction pathways that are affected by TGF-β in human and mice will allow us to define potential therapeutic targets and will further enable us to characterize gene expression patterns and complex regulatory networks. In addition, future work using our and other transcriptome data can, for example, address the identification of TGF-β dependent mesenchymal or epithelial gene signatures or the definition of cell specific cancer signatures.

## Methods

### Ethics statement

Animal experiments required for obtaining murine MPP, CDP and HPC were approved by local authorities (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen - LANUV NRW) in compliance with the German animal protection law. Experiments were performed at the Institute for Animal Research of the RWTH Aachen University Hospital, under projects 10534A4 and 10718A4, entitled “Untersuchungen zur Hämatopoese aus adulten Blutstammzellen”. Animal maintenance, handling, and anesthesia were performed according to the Federation for Laboratory Animal Science Associations FELASA recommendations.

All samples of human MSC cells were used after patient’s written consent using guidelines approved by the Ethic Committee of the RWTH University of Aachen (Permit number: EK128/09).

### Mouse hematopoietic progenitor cells (MPP & CDP)

#### Cell culture

MPP and CDP were obtained from mouse bone marrow, using *in vitro* culture with a specific cytokine cocktail and FACS sorting [12,13].

### TGF-β1 stimulation

After sorting, MPP and CDP were treated with 10 ng/mL recombinant human TGF-β1 (R&D Systems, Minneapolis, USA) for 2, 4, 8, 12 and 24 h as described in [12] or left untreated. Cells were lysed in 350 μl TRI-Reagent and stored at −80°C.

### RNA isolation

RNA was isolated using the MagMAX-96 for Microarrays kit (Life Technologies, Darmstadt, Germany) according to manufacturer’s protocol.

### Primary mouse hepatocytes and human HepG2 cells (HPC)

Hepatocytes (HPC) represent the most prominent cell population in the liver. Primary HPC are sensitive to TGF-β1, and express the corresponding type I (ALK5), type II (TβRII), and type III (betaglycan) receptors. TGF-β1 promotes cell cycle arrest and apoptosis of primary HPC. In addition, *in vitro* TGF-β1 provokes epithelial-to-mesenchymal transition (EMT)-like processes in this hepatic cell subpopulation, which most likely do not occur *in vivo*[47].

HepG2 cells originate from a 15 year old child with primary hepatoblastoma [48]. They do secrete the major plasma proteins but do not express the hepatitis B virus surface antigen (HBsAg) [49].

### Cell culture

Primary murine HPC were isolated from male C57BL/6 mice according to the collagenase method of Seglen [50]. Cells were plated in collagen coated 6-well dishes at a density of 1.2 × 10^6^ cells using HepatoZYME-SFM (Gibco, Life Technology, Darmstadt, Germany). Four hours after seeding the medium was renewed and cells were grown for a further 24 hrs culture period.

HepG2 (DSMZ: DSM ACC180) were cultured in RPMI (PAA, Pasching, Austria) containing 10% fetal calf serum (PAA), 1 × Penicillin/Streptomycin (Lonza, Cologne, Germany). Medium was renewed every second day. For the experiment, cells were passaged and plated in 6-well dishes using accutase (PAA) at a density of 4 × 10^5^ cells. One day before the experiment, cells were washed with PBS (1×), medium changed to HepatoZYME-SFM (Gibco) and cultured for further 24 hrs.

### TGF-β1 stimulation

One hour before the experiment, the medium was exchanged and cells stimulated with 1 ng/mL recombinant human TGF-β1 (R&D Systems, Minneapolis, USA) for indicated time intervals (HepG2: 0 min, 20 min, 1 h, 2 h, 4 h, 24 h; murine HPC: 0 min, 1 h, 2 h, 4 h). The cells were harvested using Qiazol for cell lysis (Qiagen, Hilden, Germany), directly frozen and stored at −80°C.

### RNA isolation

RNA was isolated using the RNeasy Kit system (Qiagen), performing a DNAse digestion according to the manufacturer’s protocol.

### Human Mesenchymal Stromal Cells (MSC)

Mesenchymal stromal cells (MSC) are found in all supportive tissue as in fat tissue, bone marrow and cord. MSC are characterized by their plastic adherence and their differentiation potential towards adipogenic, osteogenic and chondrogenic lineages. All MSC express the surface markers CD29, CD73, CD90 and CD105 and they lack the expression of CD14, CD31, CD34 and CD45 [14,51].

### Isolation and expansion

MSCs were isolated from mononuclear cells (MNCs) by plastic adherence as described before [16,52,53]. In brief, bone fragments from the caput femoris of patients undergoing femoral head prosthesis were flushed with phosphate- buffered saline (PBS) and washed twice with PBS. MNC were then resuspended in culture medium and seeded into tissue culture flasks. Cells were cultured at 37°C in a humidified atmosphere with 5% CO_2_. The first medium exchange was performed after 48 h to remove nonadherent cells. Thereafter, media changes were performed twice per week and MSCs were passaged when reaching 80-90% of confluence.

### TGF-β1 stimulation

MSC from three different donors were used in an early passage (p3-5) for stimulation with TGF-b1. 1x10^6^ MSC were seeded into 6-well culture plates. When the cells were attached after 24 h 1 ng/mL recombinant TGF-β1 (R&D Systems) was added to the culture media at different time points. The cells were harvested at the same time point with Qiazol (Qiagen) and directly frozen and stored at −80°C.

### RNA isolation

RNA was isolated *via* phenol/chloroform extraction using the miRNeasy Kit (Qiagen), performing a DNAse digestion.

### Genechip hybridization

Human samples were assayed using Affymetrix GeneChip® type “Human Gene 1.0 ST Array” with 34,760 probe-sets and mouse samples were assayed in Affymetrix GeneChip type “Mouse Gene 1.0 ST Array” with 32,321 probe-sets. Hybridization, wash and staining were done according to manufacturer’s recommended standard techniques.

### Normalization and preprocessing

Raw probe intensities were normalized and summarized to expression levels using the FARMS algorithm which utilizes a factor analysis approach [54]. A rigorous quality assessment confirmed a fairly good quality of the chips with exception of mouse HPC chips where Initial chip quality assessment revealed a strong batch effect and one bad chip (replicate no. 1 at time 1 hour). The bad chip was excluded and batch adjustment was performed to alleviate that effect on those chips *via* the “ComBat” method [55].

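On the arrays of mouse HPC, replicate 1 stood apart from replicates 2 and 3 at every time point. The leading principal component held 70.8% of the variance, with scores from -42.7 to -28.7 for the 4 arrays of replicate 1 and from 12.0 to 24.9 for the other 8. In a check chosen after these values were seen, the difference between replicates 2 and 3 at each time point was correlated across genes between time points, with Pearson r from -0.239 to 0.414 over 6 pairs of time points and a median of -0.0434. The highest r, 0.414, was between 2 h and 4 h, where replicates 2 and 3 differed in part in the same way. The numbers thus set apart replicate 1, and no difference between replicates 2 and 3 that held over all time points was seen. Genes are not independent replicates in these correlations. Of the genes past the threshold at 4 h without replicate 1, 14 were among the 20 found with all replicates.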

Affymetrix probe IDs were mapped to Entrez gene IDs using the Bioconductor annotation packages “mogene10sttranscriptcluster.db” in mouse chips and “hugene10sttranscriptcluster.db” in human chips [56,57].

### Differential gene expression

#### Time point specific analysis

Differential gene expression analyses *via* “Limma” Linear Models for Microarray Data [58] using empirical Bayes method [59] was performed by comparing samples at each time point after TGF-β stimulation to the unstimulated cells at time point 0. Statistical dependencies of samples between time points and replicates were considered via a factorial design matrix in “Limma” using a “time” and a “replicate” factor, and contrasts are considered for interaction effects. Corrections for multiple testing was done using the Benjamini & Hochberg’s method [60]. Significant differentially expressed genes are considered those with FDRBH < 0.01 and absolute log2 fold change value (logFC) ≥ 1.

### Analysis of whole time courses

The small number of replicates in our experiments limits the power of statistical testing procedures for assessing differential gene expression at individual time points. Furthermore, the number of measured time points is not the same for each cell type, which complicates any further meta-analysis. Therefore, we employed the “betr” method to analyze whole time series at once [27]. The algorithm of this method uses a random-effects model together with the empirical Bayes method to estimate probabilities for differential expression of whole time courses. Genes were considered to be significant at a probability cutoff of > 99% for the whole time-course analysis and absolute log2 fold change (logFC) ≥ 1. Since “betr” requires the same number of replicates per time point and one chip in mouse HPC had to be omitted due to low quality (see Normalization & Preprocessing) unfortunately in this particular cell line we had to exclude time point 1 h completely from the time-course analysis.

### Cluster analysis

Clustering of gene expression time series was done via the MFDA method proposed in [61]. The method assumes gene expression time series within each given cluster to follow a mean curve plus some Gaussian noise. It decides cluster allocation *via* a Gaussian Mixture Model utilizing an EM algorithm for parameter estimation and decides the optimal number of clusters *via* the Bayesian Information Criterion (BIC).

It is worth mentioning that we applied MFDA not on raw gene expression data here, but on log fold-changes relative to time point 0. The reason was that we wanted to group genes not on the basis of their absolute expression values, but on the basis of similar response to the stimulus.

### KEGG and go analysis

Analyses of pathways in KEGG [43] and biological processes in Gene Ontology project (GO) [62] were performed as follows: The –log(p-value) of all genes in the individual time point analysis and –log(1 – probabilities) of all genes in the whole time-course analysis, respectively, were taken as a ranking score for each transcript. Gene sets of KEGG pathways and GO terms were then tested for their association with these ranking scores *via* a univariate logistic regression based test [63,64]. Resulting p-values of KEGG pathways and GO terms were adjusted according to Benjamini & Yekutieli’s false discovery rate control under dependency [65], and significant KEGG pathways and GO terms reported at a FDR_BY_ cutoff value of 5%.

### Transcription factor binding sites analysis

Analysis of transcription factors binding sites (TFBSs) was performed using the *de novo* sequence motif detection method XXmotifs [39]. Identified sequence motifs were then aligned to known TRANSFAC TFBS via STAMP [66] and the top match is considered. The XXmotif method uses BLAST [67] all-against-all comparisons to mask regions of local homology in order to avoid false positives. The method then performs an enrichment analysis after transforming the found patterns to position weight matrices (PWMs). The STAMP method utilizes a global or un-gapped local alignment to detect DNA motifs similarities to defined PWMs. Furthermore, it considers familial binding profiles, thus improving transcription factors (TF) classification accuracy. TFBSs analysis was done using these methods in each cell type for those genes, which according to the time-course analysis showed a probability of > 0.99% for differential expression. Promoter sequences of the genes under consideration (2Kbp upstream of transcription start site) were obtained from the Ensembl database [68]*via* “biomaRt” [69,70]. Only the top matching motif for each TRANSFAC TFBS was considered and significant TFBSs were reported at an E-Value threshold of 1e-3.

Mapping of TFBS to individual transcription factors was performed via manual inspection of TRANSFAC PWMs. We obtained all proteins which had been used to construct each of the PWMs. With the help of the commercial software GeneGo Metacore® [71] we then mapped protein names to Entrez gene IDs. As a consequence we found for the TFBS *FOXP1* the differentially expressed genes *Foxp2* and *FoxP1* (MPP, CDP mouse cells). For the TFBS *FOX* the human gene *FAU* was identified (human HPC). For *KROX* we found *Egr1/EGR1* (mouse HPC, human MSC) and *EGR2* (human MSC). 

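Egr1, a zinc finger transcription factor of the immediate early response, was lower in treated mouse HPC than in untreated cells at 0 min. Its log2 signal was 11.46 ± 0.08 (SD, n = 3) in untreated cells and 10.95 ± 0.07 at 4 h, a log2 fold change of -0.51 ± 0.08 (standard error, limma adjusted p = 0.00624), lower in 3 of 3 replicates. At 2 h it stood at -0.50 ± 0.08, lower in 3 of 3 replicates (limma, adjusted p = 0.132), and over the time course the adjusted p was 0.0192 in limma. Egr2, its paralog, stood at -0.15 ± 0.10 at 4 h (limma, adjusted p = 0.493). Egr1 lies on chromosome 18 of GRCm38.p6 from 34861207 to 34864956. At 4 h the adjusted p of Egr1 in limma was 0.0623 without replicate 2, 0.122 without replicate 3 and 0.256 with no replicate block, and over all alternatives it ranged from 0.00104 to 0.525. Of 34 immediate early genes, 27 lay below 0 and 7 above at 2 h, and 24 below and 10 above at 4 h. Untreated cells were measured at 0 min only, so TGF-β1 and the time since the exchange of the medium cannot be told apart. The 1 h time point is not analysed here, so an early rise of Egr1 could have been missed.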

For *TEF* we identified *Klf3/KLF3* (MPPs, CDPs, and human HPC), *TRIM37* and *USP7* (human HPC, MSC).

### Identification of homologous genes

Human homologs of mouse genes were identified via the KEGG Sequence Similarity Data Base (SSDB), which contains local alignments of amino acid sequences for protein coding genes from different species. We here considered two genes to be homologs, if the alignment E-value was below 1e-30 (bit-score > 112). In case of more than one homologous gene, all are considered.

### Network analysis

Information about protein-protein interactions was collected separately for human and mouse from the BioGRID database version 3.2.109 [41]. Correspondingly, a network comprising 16,011 nodes and 140,471 physical interactions was constructed for human. For mouse the network consisted of 6,233 nodes and 16,100 physical interactions. Nodes in these networks were weighted by the average probability (mean over all cell types from the same organism) for differential time course expression according to the betr model (see above). A “distance” for each edge was then calculated as 2 minus the sum of its incident nodes’ weights. Hence: the smaller the distance the higher the weight of its incident nodes. We used Dijkstra’s algorithm to search for minimum distance (i.e. maximum node weight) path connecting TGFB1 with each of SKIL, SMAD7, EGR1, PPARG and all genes annotated to g*lutathione metabolism, purine metabolism, oxidation-reduction process, innate immune response, negative regulation of apoptotic process, angiogenesis, positive regulation of cell proliferation* and *positive regulation of cell migration*. For each of the last mentioned terms we only kept those genes as representatives which showed the minimum distance to TGFB1. If there were several paths of the same minimum distance, all of them were considered.

In the network for mouse Tgfb1 was not identified and hence we started our analysis with *Tgfbr1* instead.

### Availability of supporting data

The datasets supporting the results of this article are included within the article and its supplemental material files.

In addition, our microarray datasets for the different cell types analyzed here are deposited in the Gene Expression Omnibus database [72] under accession numbers GSE45942 (murine HPC), GSE45945 (human HPC), GSE46019 (human MSC) and GSE46109 (mouse MPP and CDP).

## Abbreviations

TGF-β1: Transforming growth factor-beta; CDP: Common dendritic progenitor(s); HPC: Hepatocytes; Limma: Linear models for microarray data; MPP: Multi-potent progenitor(s); MSC: Mesenchymal stromal cell(s); pDC: Plasmacytoid dendritic cell; cDC: Conventional dendritic cell; A549-CRL: Lung adenocarcinoma cell-line; betr: Bayesian estimation of temporal regulation; limma: Linear models for microarray data; TFBS: Transcription factor binding site; GO: Gene ontology; KEGG: Kyoto encyclopedia of genes and genomes.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HF, MZ, RW, KH, BS and KA conceived, designed and coordinated the study. GW, SM, KS, QL, BS and KF prepared the samples and carried out microarray experiments. KA, NM and HF performed data analysis. KA, HF, MZ, RW helped to interpret the results and to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1-S6 Supplemental Material: Tgf- Stimulation in human and murine cells reveals commonly affected biological processes and pathways at transcription level. Click here for file

Additional file 2: Table S1-S18 Tables and excel files with results: Tgf- Stimulation in human and murine cells reveals commonly affected biological processes and pathways at transcription level. Click here for file

# Supplementary material for: TGF-β stimulation in human and murine cells reveals commonly affected biological processes and pathways at transcription level
**Source:** BMC Syst Biol. 2014 May 15;8:55. doi: 10.1186/1752-0509-8-55
**Supplement:** Additional file 1: Figure S1-S6 — Supplemental Material: Tgf- Stimulation in human and murine cells reveals commonly affected biological processes and pathways at transcription level.

**Supplemental Material: TGF-β Stimulation** **in Human and Murine Cells Reveals Commonly Affected Biological Processes and Pathways at Transcription Level**

Khalid Abnaof, Nikhil Mallela, Gudrun Walenda, Steffen Meurer, Kristin Seré, Qiong Lin, Bert Smeets, Kurt Hoffmann, Wolfgang Wagner, Martin Zenke, Ralf Weiskirchen, Holger Fröhlich

**Figures:**

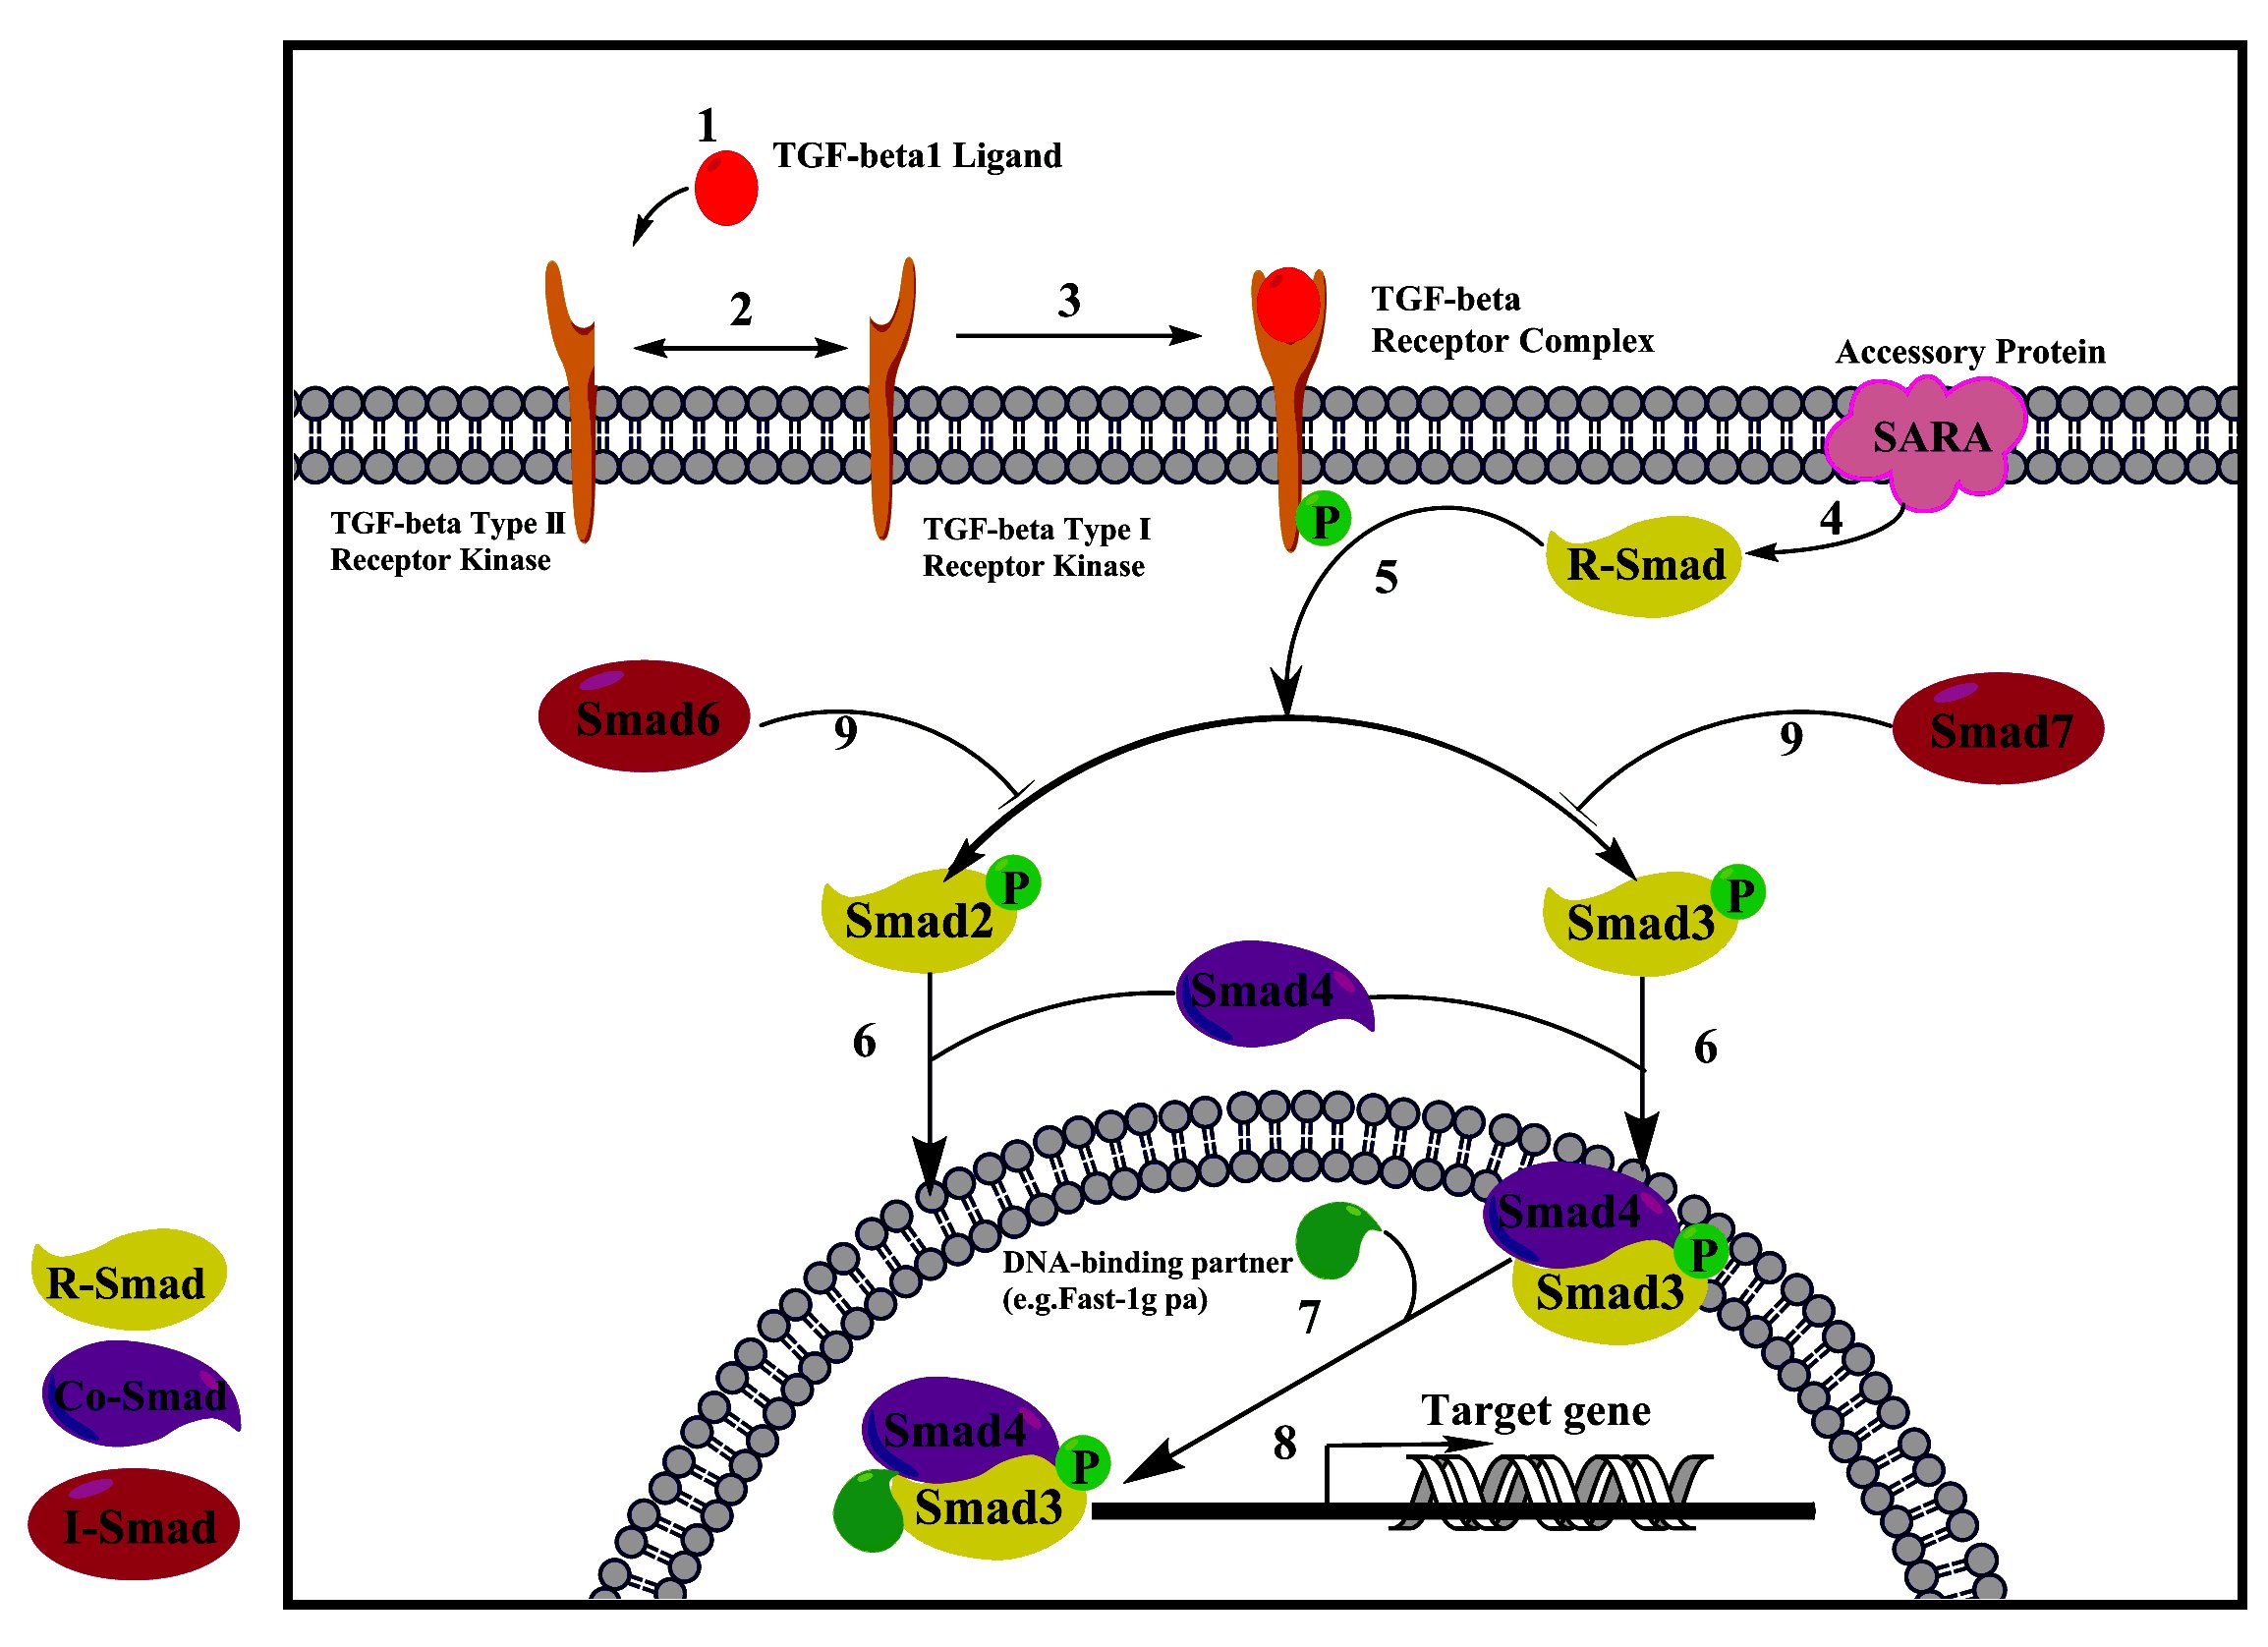

Figure S1: Transforming growth factor-β1 (TGF-β1) docks on a type II (1) and type I TGF-β receptors (TGF-βRI and TGF-β RII) (2). The two receptors then form a receptor complex where TGF-βRI get phosphorylated (3). Subsequently, TGF-βRI phosphorylates the receptor-regulated cytoplasmic proteins (R-Smads) Smad2 and Smad3 (5). This happens with the help of accessory proteins e.g. SARA which is located in the extracellular matrix (ECM) (4). The R-Smads form a complex and bind with the phosphorylated common mediator (co-Smad) Smad4 and transduce into the nucleus (6). There they interact with different DNA proteins, co-activators and co-repressors (7) to induce or suppress the transcription of numerous target genes (8). The inhibitory Smads (I-Smads) Smad6 and Smad7) form a negative feedback and mark the receptors for degradation (9) while R-Smads become inactive by the Smurf effect (modified after [1]).

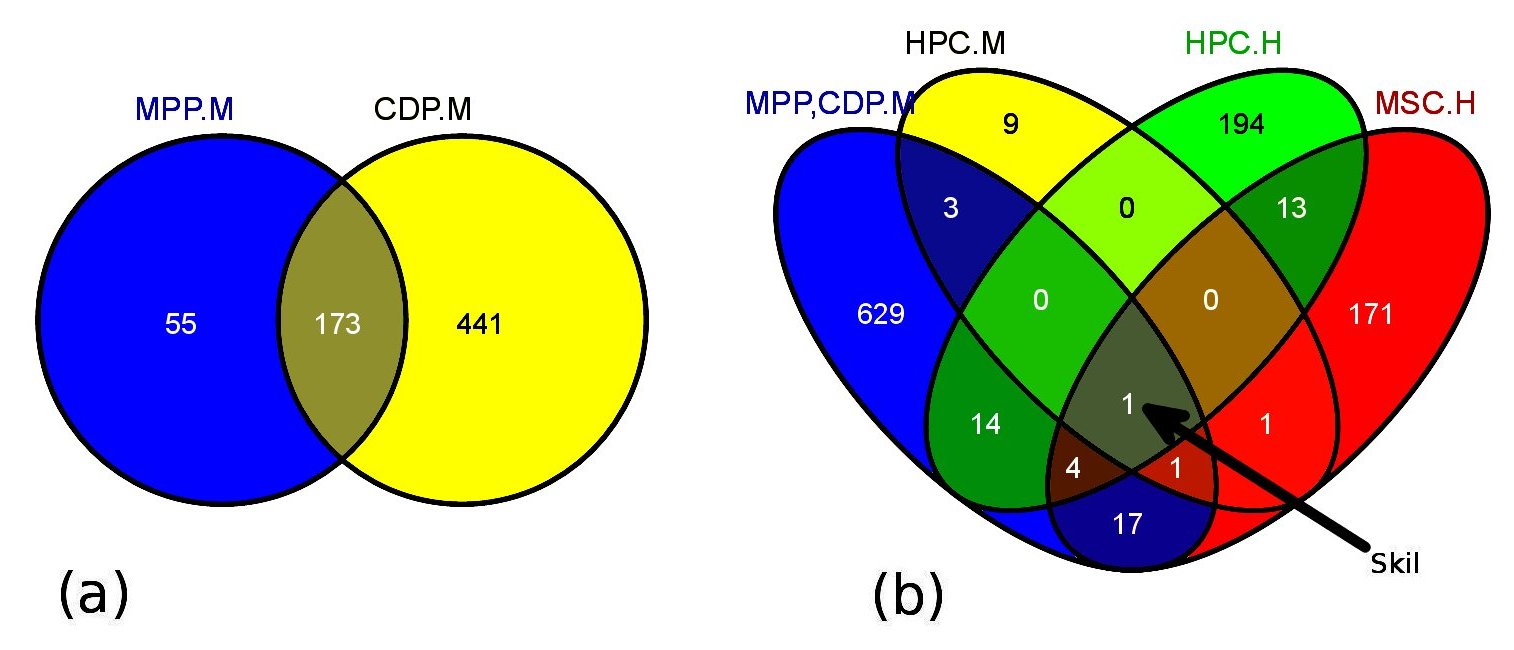

Figure S2: (a) Venn diagram of DE genes (probability ≥ 99% and |logFC| ≥ 1) in mouse MPP and mouse CDP. (b) Union of DE genes in MPP and CDP compared to all other cell types (homolog genes).

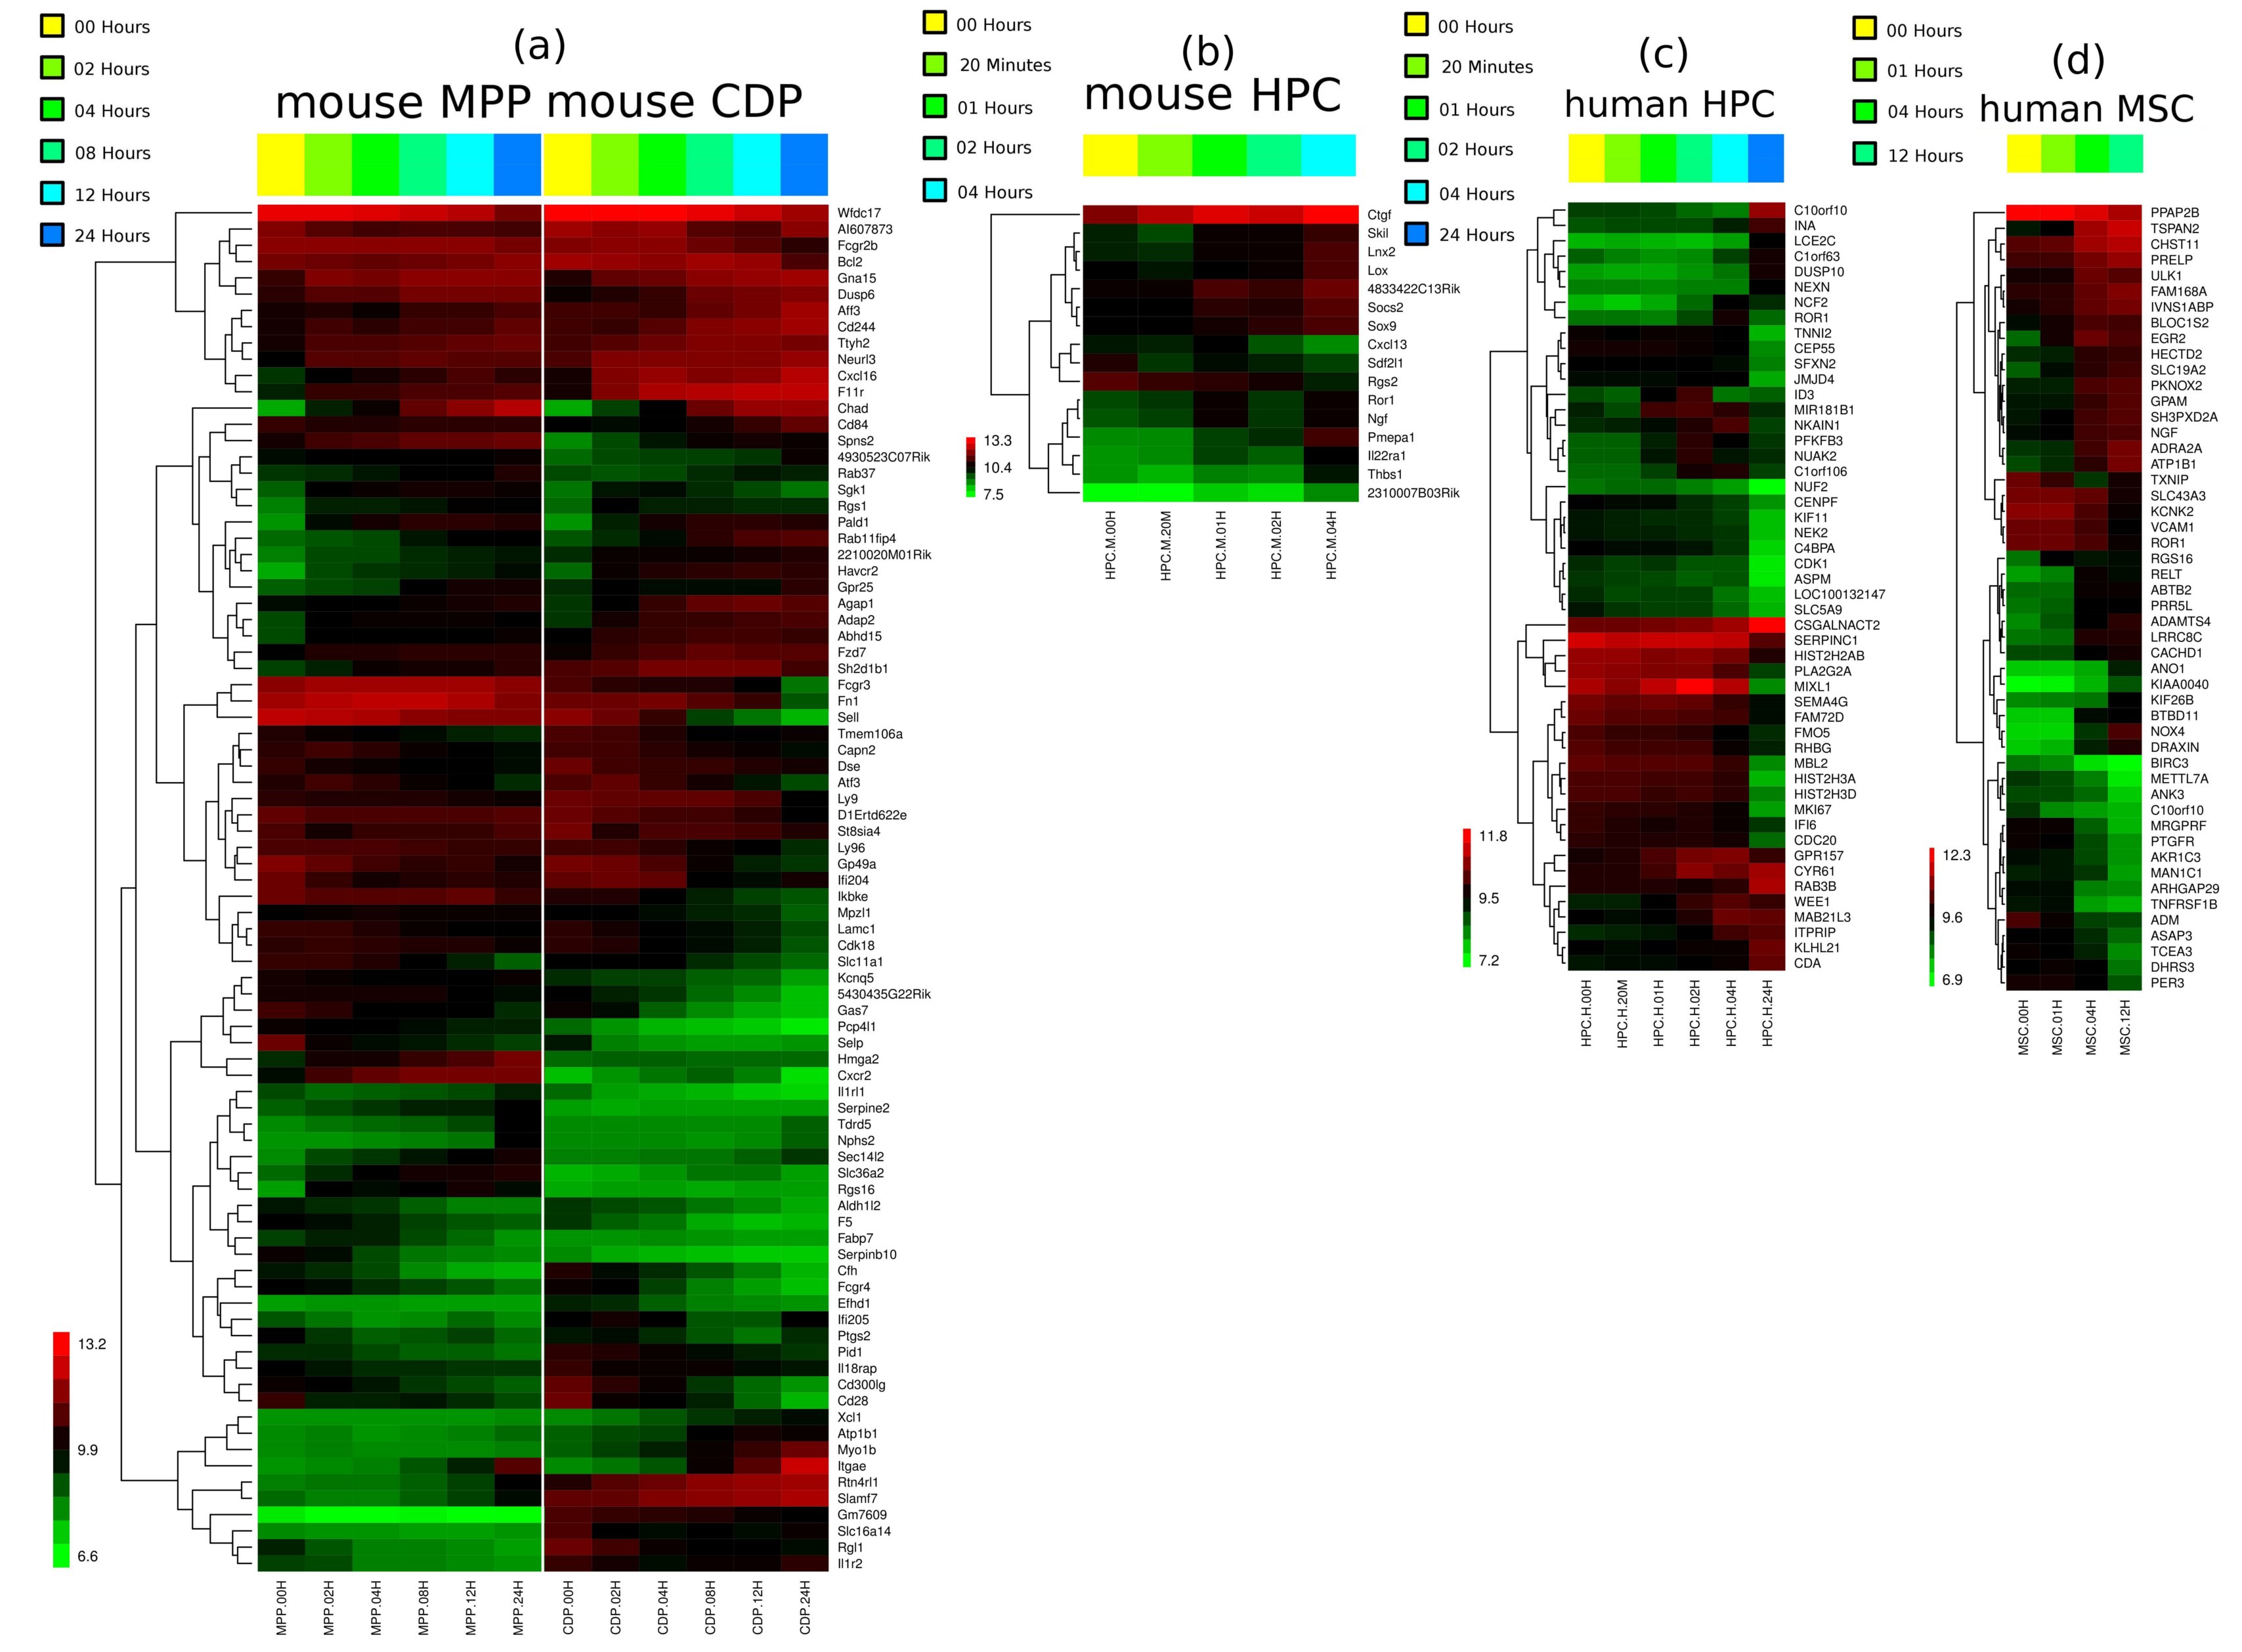

Figure S3: Heatmaps depicting mean log2 fold changes of top DE genes at different time points. (a) Mouse MPP and CDP (together 84 genes), (b) mouse HPC (16 DE genes), (c), (d) top 50 DE genes in HepG2 (HPC) and human MSCs, respectively.

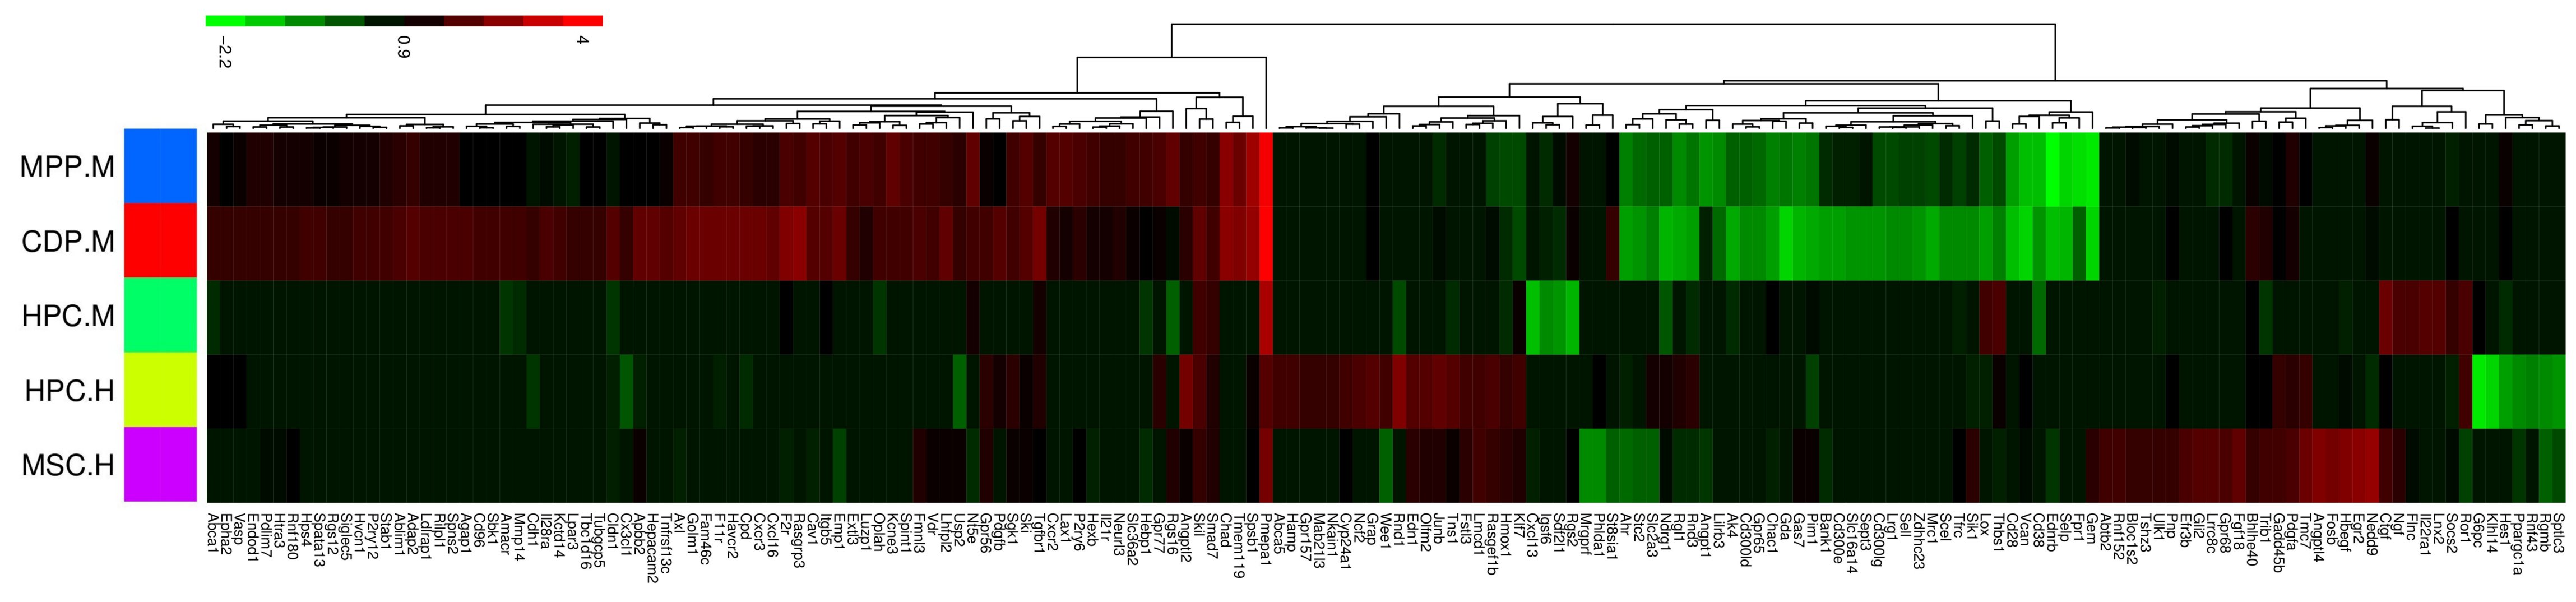

Figure S4: Heatmap depicting log2 fold changes of all genes that are DE genes in at least one cell type 4 hours after stimulation.

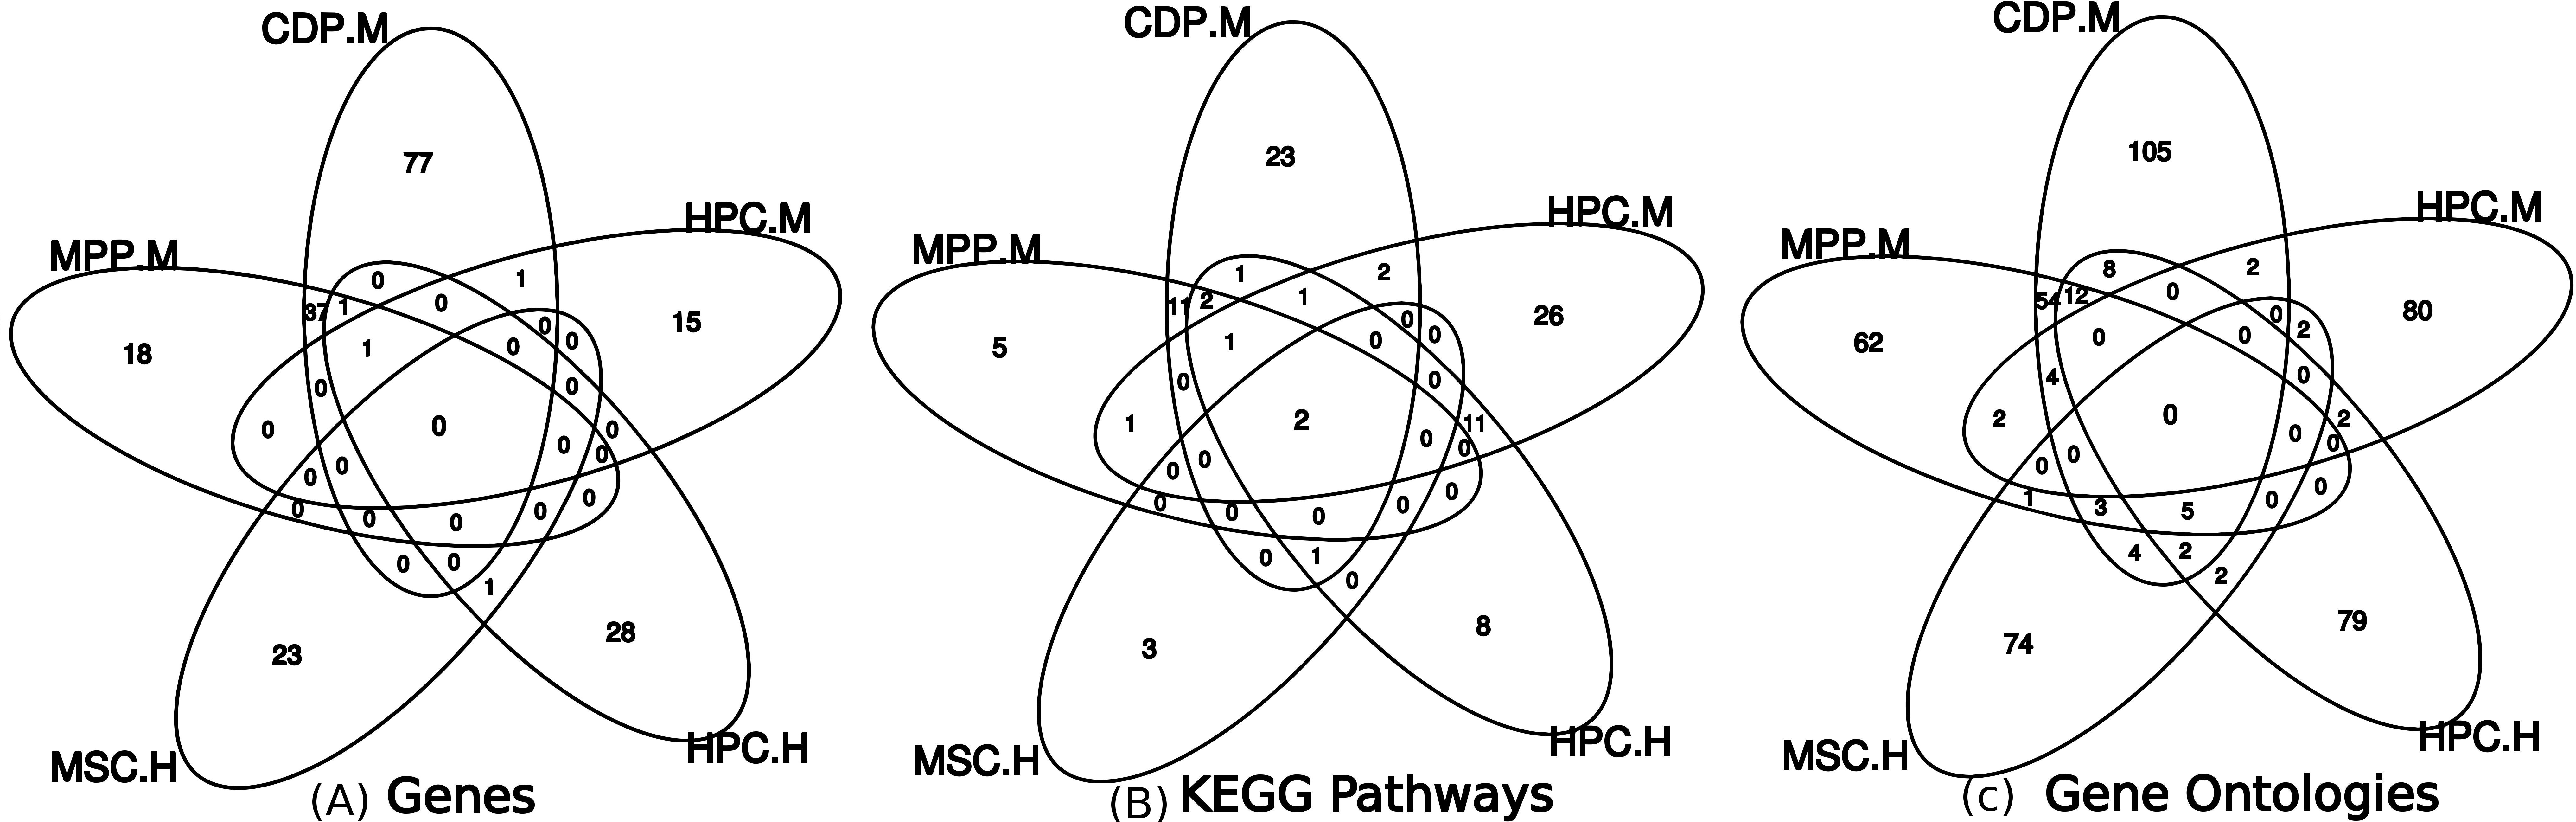

Figure S5: Venn Diagrams of differentially expressed genes (FDR_BH_ < 0.01 and |logFC| >= 1) and associated KEGG pathways and GO terms (FDR_BY_ < 0.05) in mouse MPP, mouse CDP, human HPC and human HPC cell types at time point 4 hours (taking homologous genes between human and mouse into account, as described in section “Material and Methods”, details in the included excel files).

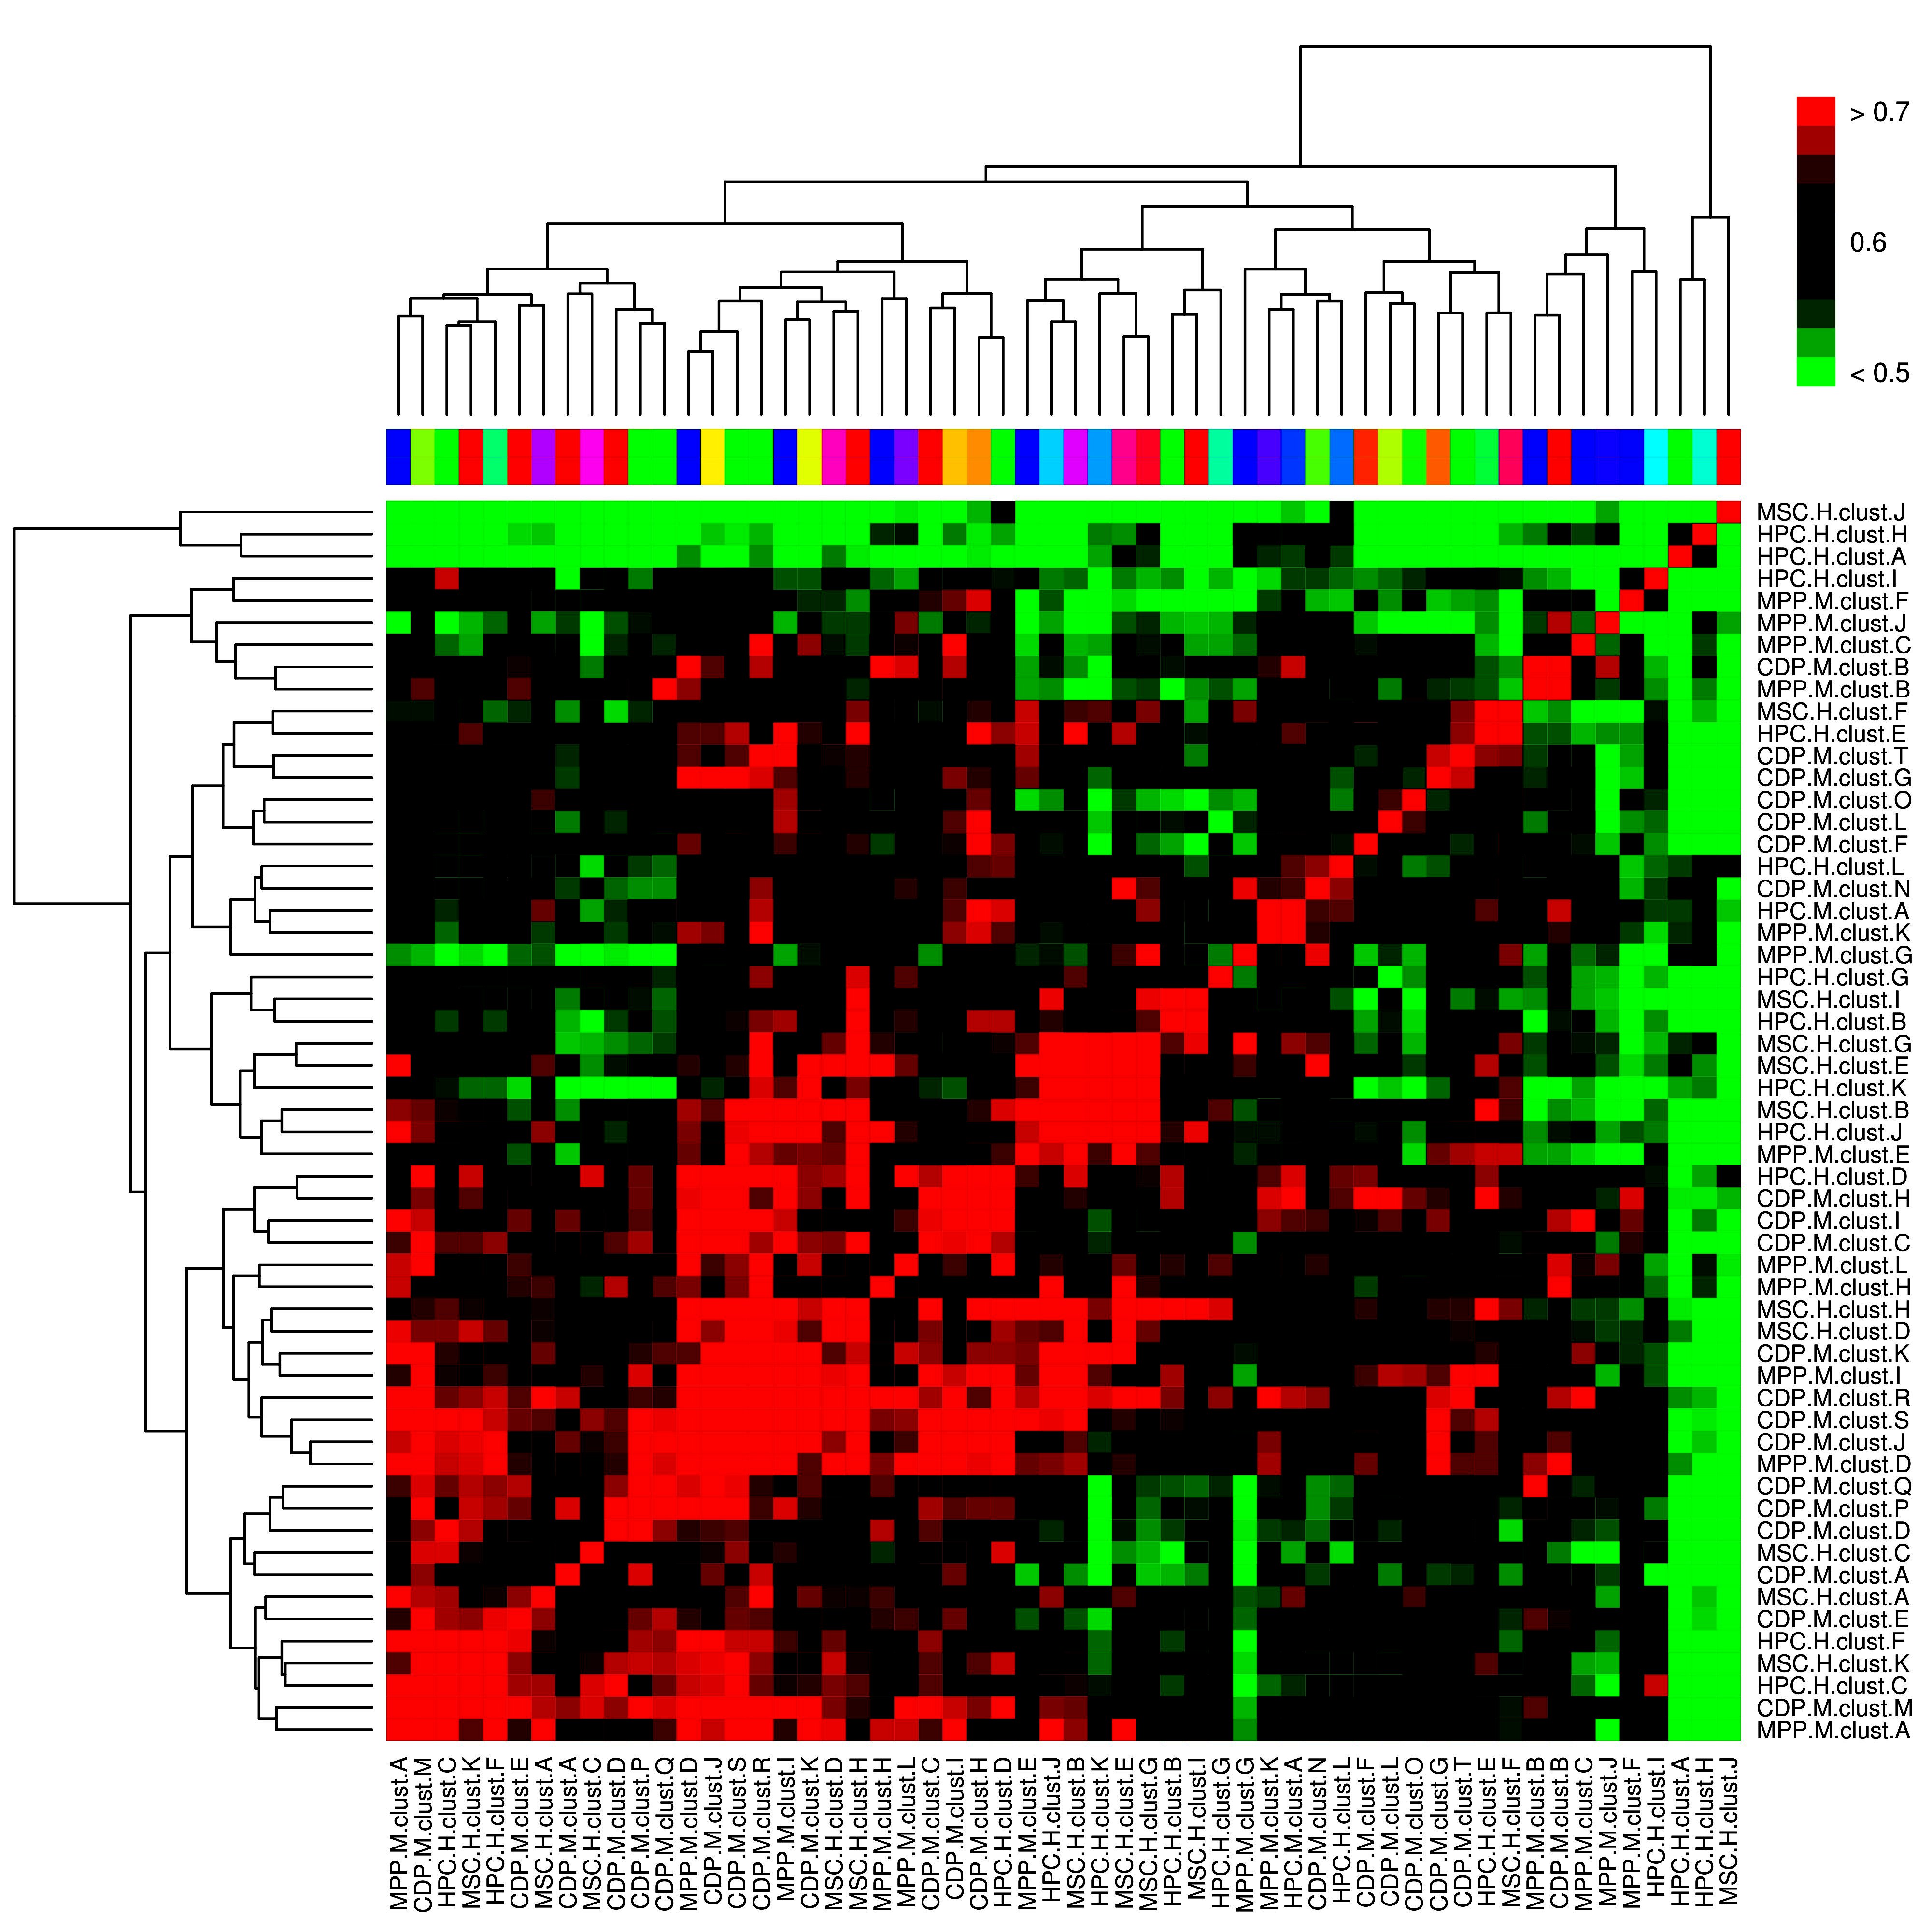

Figure S6: GO semantic similarity heatmap for all the resulting clusters in all cell types. The color code indicates the degree of functional similarity between clusters according to their GO annotation. GO semantic similarities were computed via the Bioconductor R-package “GOSemSim” using the similarity measure by [2].

**Tables:**

Table S1: Overview of the different experiments. Chips for mouse hepatocytes at time point 1h were removed due to quality issues.

| **Organism** | **Mouse** | | | **Human** | |
| --- | --- | --- | --- | --- | --- |
| **Cell Type** | **Multi-potent progenitor (MPP)** | **Comm-Dendritic Progenitor (CDP)** | **Hepatocytes (HPC)** | **Hepatocytes (HPC)** | **Mesenchymal (MSC)** |
| **Replicates** | **3** | **3** | **3** | **3** | **3** |
| **Time Points** | **6** | **6** | **5** | **6** | **4** |
| **00 Hours** | **** | **** | **** | **** | **** |
| **20 Minutes** |  |  | **** | **** |  |
| **01 Hours** |  |  | **** | **** | **** |
| **02 Hours** | **** | **** | **** | **** |  |
| **04 Hours** | **** | **** | **** | **** | **** |
| **08 Hours** | **** | **** |  |  |  |
| **12 Hours** | **** | **** |  |  | **** |
| **24 Hours** | **** | **** |  | **** |  |

Table S2: Number of DE genes (probability ≥ 99% and |logFC| ≥ 1) in each cell type and condition according to the time-course analysis. Comparisons between mouse and human are based on homologous genes (see Material and Methods). The diagonal in the table indicates the number of DE genes in each cell type. The other numbers are pair-wise overlaps.

|  |  | **Mouse** | | | **Human** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | **MPP** | **CDP** | **HPC** | **HPC** | **MSC** |
| **Mouse** | **MPP** | **228** | **173** | **2** | **9** | **10** |
|  | **CDP** | **173** | **614** | **4** | **16** | **19** |
|  | **HPC** | **2** | **4** | **15** | **1** | **3** |
| **Human** | **HPC** | **9** | **16** | **1** | **226** | **18** |
|  | **MSC** | **10** | **19** | **3** | **18** | **208** |

Table S3: Differentially expressed genes in each cell type and number of resulting clusters (details in the included excel files table S14).

| Cell Type | MPP.M | CDP.M | HPC.M | HPC.H | MSC.H |
| --- | --- | --- | --- | --- | --- |
| Differentially expressed genes | 230 | 631 | 15 | 232 | 208 |
| # Clusters | 12 | 20 | 1 | 12 | 11 |

Table S4 : Numbers of enriched KEGG pathways (black) and GO terms (red) in each cell type and condition at FDR_BY_ < 0.05 (diagonal) according to time-course analysis. The other numbers are pair-wise overlaps. Underlined numbers are significant overlaps between the corresponding two cell types, according to a hyper-geometric test with P value < 0.05 (details in the included excel files Tables S10 and S11).

| **KEGG** | | **Mouse** | | | **Human** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **MPP** | **CDP** | **HPC** | **HPC** | **MSC** | **CRL** |
| **Mouse** | **MPP** | **98** | **85** | **22** | **31** | **54** | **57** |
|  | **CDP** | **85** | **116** | **24** | **36** | **58** | **68** |
|  | **HPC** | **22** | **24** | **47** | **16** | **18** | **26** |
| **Human** | **HPC** | **31** | **36** | **16** | **58** | **32** | **37** |
|  | **MSC** | **54** | **58** | **18** | **32** | **84** | **64** |
|  | **CRL** | **57** | **68** | **26** | **37** | **64** | **106** |

| **GO** | | **Mouse** | | | **Human** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **MPP** | **CDP** | **HPC** | **HPC** | **MSC** | **CRL** |
| **Mouse** | **MPP** | **255** | **166** | **36** | **48** | **68** | **87** |
|  | **CDP** | **166** | **238** | **33** | **55** | **66** | **94** |
|  | **HPC** | **36** | **33** | **139** | **30** | **22** | **35** |
| **Human** | **HPC** | **48** | **55** | **30** | **191** | **73** | **92** |
|  | **MSC** | **68** | **66** | **22** | **73** | **252** | **127** |
|  | **CRL** | **87** | **94** | **35** | **92** | **127** | **504** |

Table S5: Total number of predicted transcription factor binding sites (TFBS) in each cell type and condition (best match according to STAMP and E-value < 1e-3) according to time-course analysis. The other numbers are pair-wise overlaps (details in the included excel files Table S17).

| **TFBS** | | **Mouse** | | | **Human** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | **MPP** | **CDP** | **HPC** | **HPC** | **MSC** |
| **Mouse** | **MPP** | **11** | **6** | **0** | **5** | **2** |
|  | **CDP** | **6** | **18** | **0** | **3** | **2** |
|  | **HPC** | **0** | **0** | **0** | **0** | **0** |
| **Human** | **HPC** | **5** | **3** | **0** | **21** | **3** |
|  | **MSC** | **2** | **2** | **0** | **3** | **13** |

Table S6: Significant TFBS in each cell type (best match according to STAMP and E-Value < 1e-03) for the significant genes according to time-course analysis (table S17).

| **MPP.M** |  | **CDP.M** |  | **HPC.M** |  | **HPC.H** |  | **MSC.H** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **TFBS** | **E-value** | **TFBS** | **E-value** | **TFBS** | **E-value** | **TFBS** | **E-value** | **TFBS** | **E-value** |
| SP1SP3_Q4 | 1.11E-16 | KROX_Q6 | 2.32E-13 |  |  | KROX_Q6 | 3.66E-15 | KROX_Q6 | 0.00E+00 |
| FOXP1_01 | 8.93E-14 | PITX2_Q2 | 1.28E-12 |  |  | PITX2_Q2 | 2.61E-12 | SF1_Q6 | 3.24E-11 |
| SP1SP3_Q4 | 3.19E-13 | KROX_Q6 | 3.73E-12 |  |  | TBX5_Q5 | 1.90E-11 | KROX_Q6 | 3.92E-11 |
| KROX_Q6 | 4.48E-11 | FOXP1_01 | 4.61E-12 |  |  | POU1F1_Q6 | 4.56E-11 | PU1_Q6 | 5.49E-09 |
| FOXP1_01 | 2.61E-09 | FOXP1_01 | 8.81E-12 |  |  | HFH4_01 | 3.49E-09 | PIT1_Q6 | 1.75E-08 |
| TEF_Q6 | 1.81E-08 | E2A_Q2 | 2.36E-08 |  |  | SP1SP3_Q4 | 1.74E-08 | POU3F2_01 | 3.90E-08 |
| POU6F1_01 | 1.54E-07 | NFE2_01 | 1.91E-07 |  |  | MAZ_Q6 | 9.64E-08 | PAX4_04 | 1.63E-07 |
| FOX_Q2 | 4.60E-07 | POU3F2_01 | 1.97E-07 |  |  | ZNF219_01 | 1.21E-07 | MYC_Q2 | 6.71E-07 |
| MAZ_Q6 | 1.89E-06 | FOX_Q2 | 2.07E-07 |  |  | RBPJK_Q4 | 1.21E-07 | IRF_Q6 | 1.16E-06 |
| HFH4_01 | 1.06E-05 | POU6F1_01 | 6.61E-07 |  |  | HNF1_Q6_01 | 1.39E-07 | PAX4_04 | 1.89E-05 |
| PITX2_Q2 | 3.10E-05 | TEF_Q6 | 1.19E-06 |  |  | AP2_Q6_01 | 1.76E-07 | HFH4_01 | 3.72E-05 |
|  |  | FOXP1_01 | 2.72E-06 |  |  | TFIII_Q6 | 8.09E-07 | SF1_Q6 | 4.08E-05 |
|  |  | VDR_Q3 | 7.85E-06 |  |  | LFA1_Q6 | 5.72E-06 | FOXM1_01 | 9.98E-04 |
|  |  | YY1_Q6 | 1.01E-05 |  |  | GFI1B_01 | 1.29E-05 |  |  |
|  |  | CACBINDPROTEIN_Q6 | 1.66E-05 |  |  | IRF1_01 | 1.33E-05 |  |  |
|  |  | E2A_Q6 | 6.02E-05 |  |  | PAX4_04 | 2.32E-05 |  |  |
|  |  | E2A_Q2 | 1.25E-04 |  |  | CEBPGAMMA_Q6 | 2.41E-05 |  |  |
|  |  | CACBINDPROTEIN_Q6 | 3.39E-04 |  |  | RREB1_01 | 5.67E-05 |  |  |
|  |  |  |  |  |  | AHR_01 | 6.62E-05 |  |  |
|  |  |  |  |  |  | E2A_Q2 | 1.69E-04 |  |  |
|  |  |  |  |  |  | LFA1_Q6 | 1.81E-04 |  |  |

Table S7: Significant TFBS in each cell type (best match according to STAMP and E-Value < 1e-03) for the significant genes at time point 4 hours (Tables S18).

| **MPP.M** |  | **CDP.M** |  | **HPC.M** |  | **HPC.H** |  | **MSC.H** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **TFBS** | **E-value** | **TFBS** | **E-value** | **TFBS** | **E-value** | **TFBS** | **E-value** | **TFBS** | **E-value** |
| FOXP1_01 | 1.11E-16 | FOXP1_01 | 8.91E-10 | ZF5_01 | 5.91E-08 | KROX_Q6 | 0.00E+00 | CKROX_Q2 | 1.23E-10 |
| SP1SP3_Q4 | 3.00E-15 | PIT1_Q6 | 4.08E-08 | HFH4_01 | 1.00E-05 | SP1SP3_Q4 | 1.60E-10 | PIT1_Q6 | 2.94E-10 |
| ZF5_01 | 8.69E-11 | HEN1_01 | 1.34E-07 |  |  | AP2_Q6 | 2.26E-07 | HNF1_Q6 | 6.46E-10 |
| SP1_Q6_01 | 6.17E-10 | DMRT5_01 | 1.68E-07 |  |  | POU1F1_Q6 | 8.11E-06 | KROX_Q6 | 4.57E-09 |
| TEF_Q6 | 9.35E-07 | TEF_Q6 | 1.73E-06 |  |  | HFH4_01 | 2.36E-05 | KROX_Q6 | 1.18E-07 |
| AP2_Q6 | 3.25E-06 | AP2_Q6_01 | 3.07E-06 |  |  | SF1_Q6 | 1.03E-04 | PAX4_04 | 1.79E-07 |
| PPARG_02 | 2.50E-04 | E2F_Q2 | 7.81E-05 |  |  | CDC5_01 | 2.00E-04 | ZNF219_01 | 7.99E-07 |
|  |  |  |  |  |  |  |  | TFE_Q6 | 2.09E-05 |

**Further Tables (in excel format):**

**Table S8: Time-course differential expression analyses results of all cell types.**

**Table S9: Time-point differential expression analyses at 04 hours results of all cell types.**

**Table S10: Time-course KEGG pathways analyses results for all cell types.**

**Table S11: Time-course Gene ontology analyses results for all cell types.**

**Table S12: KEGG pathways analyses at 4 hours for all cell types.**

**Table S13: Gene ontology analyses at 4 hours for all cell types.**

**Table S14: Cluster Analyses: gene assignment lists.**

**Table S15: Gene-set enrichment analyses of KEGG pathways in cluster groups.**

**Table S16: Gene-set enrichment analyses of gene ontology in cluster groups.**

**Table S17: Transcription factors binding sites analyses of differential time-course genes.**

**Table S18: Transcription factors binding site analyses of differential genes at 4 hours.**

**References:**

1. Massagué J: **TGF-β signal transduction**. *Annual Review of Biochemistry* 1998, **67**:753–791.

2. Wang JZ, Du Z, Payattakool R, Yu PS, Chen C-F: **A new method to measure the semantic similarity of GO terms.** *Bioinformatics* 2007, **23**:1274–1281.

How the deposited data were processed for this re-analysis (not part of the article)

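The data are 12 Affymetrix Mouse Gene 1.0 ST arrays of primary mouse hepatocytes, 3 each at 0 min without treatment and after 20 min, 2 h and 4 h with TGF-β1. The deposited log2 values were made by the authors with RMA in Affymetrix Power Tools (versions not given), which corrects for background, normalizes the quantiles between arrays and summarizes each transcript cluster probe set. The paper states FARMS summarization and ComBat batch adjustment for its own analysis, and in the deposited values replicate 1 stands apart at every time point. No values were missing, the values ranged from 3.84 to 15.2, and 0 pairs of arrays were identical. Array values give no counts, and the number of arrays limits the precision.

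Probe sets were joined to gene symbols through the probe table of the platform. Of 35556 probe sets, 21789 had exactly 1 symbol and were tested, 1621 with several symbols and 12146 not listed there were left out. Gene positions come from the RefSeq annotation of GRCm38.p6. A gene with several probe sets is given by the probe set with the highest mean signal.

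All tests were run in R 4.3.3 with limma 3.58.1, a linear model with moderated variances, with time point and replicate number as factors, 6 residual degrees of freedom and 5.39 prior degrees of freedom. Each later time point was compared with 0 min and 4 h with 2 h, and the moderated F test over the 3 later time points stands in for betr, which was not run here. P values were adjusted over all tested probe sets (Benjamini-Hochberg). A gene was counted past the threshold at an adjusted p under 0.01 and at least a 2-fold change, and list members and gene sets at an adjusted p under 0.05. On simulated data with 100 genes changed by 1.5 on the log2 scale, the model recovered 100 at 4 h and 99 over the time course, with 0 unchanged genes called. This recovery holds for the simulated spread only and does not give the power on the real arrays. There, 20 genes passed at 4 h, while Skil at 1.31 and Sox9 at 1.19 did not (limma, adjusted p = 0.0227 and 0.0751).

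The 33 gene lists were written by hand under names of pathways and cell types, apart from the genes of Figure 1 and the genes changed in both human cell types, which are the paper's. Sets were tested with camera in limma at a preset correlation of 0.01 between genes, and again with a correlation estimated from the data. For the association score, membership in a list was regressed on minus the natural log of p by logistic regression, adjusted after Benjamini-Yekutieli, and compared with 10000 random lists matched on mean signal in 20 bins. The lists, comparisons, thresholds and alternatives were set before the data were examined. Genes named in the text are those of the paper's text and tables, up to 10 with the largest change in each direction among genes past the threshold and changed the same way in all 3 replicates, and up to 4 called members per list, and the paper's values for its genes had been seen when this rule was written. The rule gave 146 genes. Mical2, Zcchc10 and those genes with a difference between 2 h and 4 h that it does not give were chosen after their values were seen.

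Alternatives were no replicate block, the block as a random effect, a fit of the compared groups alone, all probe sets, probe sets at or above the median level, quantile normalization, centring on the array median, a trended and robust prior, array weights, averaging the probe sets of a gene, other thresholds, a test against a fold of 1.2, and leaving out each replicate and each array. The 1 h time point, the human cells and the other mouse cell types of the paper are not used here.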

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

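The test on macrophage markers at or above the median level was chosen after the result was seen.

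Between 2 h and 4 h of TGF-β1, 10 genes of mouse HPC rose and 6 fell at an adjusted p under 0.05 in limma (0.0349 to 0.0495), each in 3 of 3 replicates, and the paper does not report this comparison. The log2 changes from 2 h to 4 h were 1.57 for Pmepa1, 1.34 for Thbs1, 1.09 for Il22ra1, 0.84 for Mical2, 0.70 for Pdlim7, 0.64 for Tbl1xr1, 0.64 for Bcar3, 0.60 for Clic4, 0.57 for Adcy9 and 0.43 for Prune1. They were -0.47 for Zhx2, -0.49 for Aox3, -0.52 for Cybb, -0.55 for Pfkfb3, -0.55 for Tgm1 and -0.57 for Slco1a1. Past the threshold of the gene counts were 0 genes in limma (1860 genes at an unadjusted p under 0.05), and the 10 splits of these arrays are too few for a share under 0.05, with 0 genes for the real split and 0 for the highest other. Of the 16 genes, 1 kept its call without replicate 1 and 0 without replicate 2, without replicate 3 or with no replicate block.

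Of the 20 genes past the threshold at 4 h, 6 are not in the paper's Table S9: Mical2 at 1.09, Zcchc10 at 1.02, Klhl24 at -1.01, Lepr at -1.04, Ms4a6c at -1.05 and Wfdc17 at -1.15 on the log2 scale (limma, adjusted p from 6.85e-04 to 0.00917), each in 3 of 3 replicates. These 6 genes lie close to the 2-fold limit. Of the 16 comparable genes of Table S9, 14 had a larger absolute fold change here than in the paper, whose processing differed. Whether this difference in scale accounts for the 6 was not tested. Without replicate 3, 0 genes passed the threshold, and at an adjusted p under 0.05 Mical2 passed under every alternative that was run. The 10 splits of the 6 arrays are too few for a share under 0.05, with 20 genes for the real split (1 of 10) and 0 for the highest other.

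Macrophage genes stand among those that fell at 4 h, such as Igsf6, Fcer1g, C1qb and Lyz2. Apart from Igsf6, the 21 measured Kupffer cell and macrophage markers had a median log2 fold change of -0.35 with a bootstrap standard error of 0.0894, and 20 of them lay below 0. Their median was -0.06 at 20 min and -0.19 at 2 h. With Igsf6, 21 of 22 markers lay below 0 at 2 h (camera, adjusted p = 2.95e-14, but 0.0841 with an estimated correlation), and 0 passed in limma. Fewer macrophages on the 4 h arrays may account for the fall at 4 h, and so may lower expression of these genes in the macrophages present. The bound set to exclude a loss of cells was the wrong one, since 14 of the 21 markers lie below the median level of 7.23, where a fall is compressed (median -0.17). The other 7 markers had a median of -0.46 with a standard error of 0.123, so the 2 explanations cannot be told apart, as the time of culture moves with the treatment.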

How the results depend on the processing

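No alternative was added after the results were seen. At 4 h, 20 genes passed the threshold, and the count stayed within 1.5 times that (17 to 27) with probe sets at or above the median level, quantile normalization, median centring, a trended and robust prior, array weights, averaged probe sets and an adjusted p under 0.05 and 2-fold. It was 2 with no replicate block, 8 with the block as a random effect, 5 with only the 2 groups compared, 0 with all probe sets, 985 with no fold minimum at an adjusted p under 0.05 and 33 with the test against a fold of 1.2. Leaving out a replicate or an array gave 0 (without replicate 3) to 34 (without replicate 1), with 5 without replicate 2. Over the time course, 10 genes became 0 with no replicate block, 5 with a random block, 0 with all probe sets, 6 with quantile normalization, 26 with array weights, 22 at an adjusted p under 0.05 and 2-fold, 299 with no fold minimum and 16 for any contrast. Leaving out a replicate or an array gave 0 (without replicate 3) to 26 (without replicate 1). The 0 genes of limma at 2 h and at 20 min became 0 to 2 in the leave-outs, with 2 without the 2 h array of replicate 2 and 2 without the 0 min array of replicate 1. The 0 genes between 2 h and 4 h became 3 at an adjusted p under 0.05 and 2-fold and 16 with no fold minimum. The 3 genes of Figure 1 past the test became 0 with no replicate block, 6 with array weights (5 higher and 1 lower), 1 with the test against a fold, and 1 (without replicate 3) to 4 (without replicate 1) in the leave-outs. The 19 gene lists became 0 with an estimated correlation, and the 25 lists of the association score became 16 with genes at or above the median level. Under the other alternatives 17 to 20 gene lists passed camera. Without replicate 1, 3 lists lost their call and 2 gained one, and the same numbers held with genes at or above the median level. The cause of these changes was not tested. No called direction reversed, and of 148 named genes 109 lost their side of the threshold with no replicate block and 25, 80 and 103 without replicates 1, 2 and 3. Signals near the floor of the arrays limit what can be seen.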

Differences from the paper's values

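No test in this part was chosen after the result was seen. For the time course of mouse HPC, the paper's text gives 16 genes and the moderated F test of limma gives 10 at an adjusted p under 0.01 and 2-fold. The paper used the same fold with a probability from betr, so the tests and their thresholds differ. The paper's Table S8 lists 15 genes, and against that number the 10 found here and the 10 with median centring or without the 2 h array of replicate 1 lie within 1.5 times. Among the alternatives set before the data were examined, the count lies within 1.5 times the 16 of the paper's text with probe sets at or above the median level (13), a trended and robust prior (13), averaged probe sets (12), an adjusted p under 0.05 and 2-fold (22), any contrast (16, the number of the paper's text) and without the 2 h array of replicate 2 (12). It does not with no replicate block (0), a random block (5), all probe sets (0), quantile normalization (6), median centring (10), array weights (26), no fold minimum (299), without each replicate (26, 2 and 0) or without any other array (0 to 10).

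All 16 comparable log2 fold changes of the paper's Table S9 have the same sign here. Skil is listed by the paper for the time course, and its adjusted p in limma is 0.0471 there and 0.0227 at 4 h, where array weights and leaving out the 2 h array of replicate 2 call it at the threshold. Sdf2l1 and Cxcl13 are listed by the paper at 4 h, and here their log2 fold changes are -1.22 and -1.14 with adjusted p values of 0.0142 and 0.0214. Array weights and leaving out replicate 1 call both at the threshold, and Sdf2l1 is also called with probe sets at or above the median level and without the 0 min array of replicate 1. The paper describes Smurf1 as raised throughout, without naming the cells, right after a sentence on mouse MPP and CDP cells and human MSCs. Mouse HPC may therefore not be meant, and in these cells Smurf1 stood at 0.02 ± 0.08 (standard error) at 4 h here. The paper describes a gene that it prints as Fs1, taken here as Fst, as active in mouse HPC, and here it stood at 0.47 ± 0.23 and did not pass, with 2 of 3 replicates higher.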

Other observations

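The tests of lists against matched random lists over the time course, and of single lists at 4 h, were chosen after the result was seen.

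Of 32 endoplasmic reticulum chaperone and unfolded protein genes, 15 fell at 4 h and 0 rose in limma (23 and 0 adjusted over the list alone), with Ddit3 at -0.94 ± 0.14 (standard error) and Creld2 at -0.80 ± 0.17 (camera adjusted p = 6.98e-16, but adjusted p = 0.0754 with an estimated correlation). Of 34 immediate early genes, 6 fell and 1 rose (11 and 3 adjusted over the list alone), with Atf3 at -0.85 ± 0.14 and Klf4 at 0.52 ± 0.11 (camera adjusted p = 1.45e-04, but adjusted p = 0.177 with an estimated correlation). Of 20 hepatic stellate cell and fibroblast markers, 2 fell and 1 rose (2 and 1 adjusted over the list alone, camera adjusted p = 0.503), with Dcn at -0.48 ± 0.09 and Sparc at 0.37 ± 0.09. Of 20 sinusoidal endothelial cell markers, 3 fell and 0 rose (5 and 1 adjusted over the list alone, camera adjusted p = 0.14), with Flt1 at -0.39 ± 0.08. Of 15 cholangiocyte and progenitor markers and 16 lymphocyte markers, 0 passed in limma (3 and 0 genes at an unadjusted p under 0.05, camera adjusted p = 0.441 and 0.375, 0 adjusted over the lists alone). Of 18 genes that the paper found changed in both human cell types, 2 rose and 3 fell (4 and 5 adjusted over the list alone, camera adjusted p = 0.505), and this list is not independent evidence, as the study chose it. Of the 32 endoplasmic reticulum genes, 0 passed in limma at 20 min or at 2 h, but 30 already lay below 0 at both times. Their median log2 fold change was -0.24 at 20 min, -0.17 at 2 h and -0.31 at 4 h. In camera the adjusted p was 8.68e-17 at 20 min and 9.65e-17 at 2 h, but 0.373 and 0.194 with an estimated correlation. No list passed with an estimated correlation at any time point. The 10 splits are too few for a share under 0.05: 19 lists passed camera for the real split and 19 for the highest other (2 of 10 splits), which parts the arrays of replicate 1 alone and so keeps that pair's contrast of 0 min with 4 h. The 3 other splits that part all 3 replicates, as the real one does, gave 17, 16 and 7 lists.

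At 2 h and at 20 min the real split gave 0 genes in limma (1318 and 1793 genes at an unadjusted p under 0.05) and the highest other 0 (10 of 10 splits each), and these splits are too few for a share under 0.05. Over the time course, only the real one of 100 splits reached 10 genes, with 9 for the highest other. This margin is narrow, and the real count was 0 without replicate 3 and with no replicate block. Chance is therefore not excluded there.

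No arrays of untreated cells at 4 h exist in this set, and the hour of harvest may have moved genes along with TGF-β1. Of 18 circadian clock genes, 4 passed an adjusted p under 0.05 at 4 h in limma: Nr1d1 at -0.67 ± 0.12 (standard error), Nr1d2 at -0.42 ± 0.09, Dbp at -0.25 ± 0.06 and Per2 at 0.39 ± 0.07 (2 rose and 7 fell adjusted over the list alone, camera adjusted p = 0.0624). This lies between the 5 genes or more set for clock phase as the cause and the 0 set against it. As a set the clock genes lay lower in camera without replicate 2 (adjusted p = 0.0199) and without replicate 3 (0.0305). They did not pass camera without replicate 1 (0.57) or with no replicate block (0.399). At 20 min 16 of the 18 lay below 0 (camera, adjusted p = 0.00102, but 0.373 with an estimated correlation), and at 2 h 11 did (camera, adjusted p = 0.108). The effects of hour, culture and TGF-β1 cannot be told apart, as time moves with the treatment.

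Highly expressed genes may score higher in the association test whatever their function, since level and score were correlated (Spearman 0.344 at 4 h). Of 25 lists past the logistic regression at 4 h, 22 lay at or above the 95th percentile of random lists of matched level. Over the time course, 13 lists passed also with genes at or above the median level, among them urea cycle, complement, cytochrome P450, bile acid and SMAD target genes, and as the lowest of their percentiles was 99.95, level is excluded as their whole cause. For the time-course scores of glutathione (98.25), purine (97.87) and PPAR genes (98.13) level and function cannot be told apart, since these lists lost their call with genes at or above the median level. At 4 h, glutathione (99.3) and purine genes (99.5) kept it, which goes against level as the whole cause there, while PPAR genes (99.04) did not, and level remains a candidate explanation for lysosome (75.67, and 92.86 at 4 h) and peroxisome genes (79.0, and 81.55 at 4 h).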
